# Regulation of iNOS function and cellular redox state by macrophage *Gch1* reveals specific requirements for tetrahydrobiopterin in NRF2 activation

**DOI:** 10.1016/j.freeradbiomed.2014.10.575

**Published:** 2015-02

**Authors:** Eileen McNeill, Mark J. Crabtree, Natasha Sahgal, Jyoti Patel, Surawee Chuaiphichai, Asif J. Iqbal, Ashley B. Hale, David R. Greaves, Keith M. Channon

**Keywords:** As3MT, arsenic(III)-methyltransferase, BH4, tetrahydrobiopterin, [Fe(DETC)_2_], colloid iron (II) diethyldithiocarbamate, GTPCH, GTP cyclohydrolase 1, 2-HE, 2-hydroxyethidium, iNOS, inducible nitric oxide synthase, ROS, reactive oxygen species., Tetrahydrobiopterin, BH4, GCH1, GTPCH, Macrophage, NOS2, iNOS, Nitric oxide, As3MT

## Abstract

Inducible nitric oxide synthase (iNOS) is a key enzyme in the macrophage inflammatory response, which is the source of nitric oxide (NO) that is potently induced in response to proinflammatory stimuli. However, the specific role of NO production, as distinct from iNOS induction, in macrophage inflammatory responses remains unproven. We have generated a novel mouse model with conditional deletion of *Gch1*, encoding GTP cyclohydrolase 1 (GTPCH), an essential enzyme in the biosynthesis of tetrahydrobiopterin (BH4) that is a required cofactor for iNOS NO production. Mice with a floxed *Gch1* allele (*Gch1*^fl/fl^) were crossed with Tie2cre transgenic mice, causing *Gch1* deletion in leukocytes (*Gch1*^fl/fl^Tie2cre). Macrophages from *Gch1*^fl/fl^Tie2cre mice lacked GTPCH protein and de novo biopterin biosynthesis. When activated with LPS and IFNγ, macrophages from *Gch1*^fl/fl^Tie2cre mice induced iNOS protein in a manner indistinguishable from wild-type controls, but produced no detectable NO, as judged by L-citrulline production, EPR spin trapping of NO, and by nitrite accumulation. Incubation of *Gch1*^fl/fl^Tie2cre macrophages with dihydroethidium revealed significantly increased production of superoxide in the presence of iNOS expression, and an iNOS-independent, BH4-dependent increase in other ROS species. Normal BH4 levels, nitric oxide production, and cellular redox state were restored by sepiapterin, a precursor of BH4 production by the salvage pathway, demonstrating that the effects of BH4 deficiency were reversible. *Gch1*^fl/fl^Tie2cre macrophages showed only minor alterations in cytokine production and normal cell migration, and minimal changes in basal gene expression. However, gene expression analysis after iNOS induction identified 78 genes that were altered between wild-type and *Gch1*^fl/fl^Tie2cre macrophages. Pathway analysis identified decreased NRF2 activation, with reduced induction of archetypal NRF2 genes (*gclm*, *prdx1*, *gsta3*, *nqo1*, and *catalase*) in BH4-deficient *Gch1*^fl/fl^Tie2cre macrophages. These findings identify BH4-dependent iNOS regulation and NO generation as specific requirements for NRF2-dependent responses in macrophage inflammatory activation.

## Highlights

• *Gch1*^*−/−*^ macrophages lack GTPCH protein expression, rendering cells BH4 deficient.
• *Gch1*^*−/−*^ cells express normal iNOS protein levels, but lack nitric oxide production.
• BH4-deficient cells exhibit higher cellular ROS production.
• Alterations in NO and ROS production can be reversed by pharmacological BH4 rescue.
• Stimulated BH4-deficient cells show defective NRF2-dependent gene expression.

## Introduction

Macrophages are pivotal cells of the innate immune system, and are a source of both pro- and anti-inflammatory cytokines, capable of phagocytosing apoptic cells and have a potent antimicrobial arsenal [1]. Archetypal proinflammatory macrophages are activated by interferon-γ and microbial products such as LPS, leading to production of proinflammatory cytokines and high levels of nitric oxide (NO), due to the induction of nitric oxide synthase. Generation of NO by inducible nitric oxide synthase (iNOS, encoded by *NOS2*) is implicated in critical functions such as microbial killing and immune regulation [2]. However, inflammatory cells including macrophages generate high levels of reactive oxygen specifies (ROS), that also play key roles in host defense and immunity. Interactions between NO and ROS in cellular redox signaling are important determinants of the inflammatory response, through effects on redox-sensitive gene expression. For example, the activation of NRF2, leading to induction of antioxidant defense genes, is stimulated by NO through nitrosylation of KEAP1 [3], but is also regulated by ROS [4] and other oxidatively modified molecules [5]. Indeed, incomplete understanding of the balance among NO, ROS, and downstream redox effects may underlie the inconsistent effects of “antioxidant” therapies [6].

The evidence that important redox functions for iNOS in macrophage activation are mediated by NO comes from analysis of mice with genetic deletion of *Nos2*, which have altered systemic inflammatory responses to systemic infection, resulting in partial protection from septic shock [2,7]. The effects of *Nos2* deletion are presumed to result from loss of NO generation by iNOS. However, deletion of *Nos2* results in total absence of iNOS expression and activity, and this is not synonymous with selective loss of NO generation, because the NOS enzymes are complex oxido-reductases with the potential to produce ROS as well as, or instead of, NO [8]. Specifically, the NOS enzymes require the pterin cofactor tetrahydrobiopterin (BH4) for NO production [9]. BH4 participates in electron transfer during the two-step oxidation of L-arginine to L-citrulline via an *N-*hydroxyarginine intermediate. In the absence of BH4, NOS enzymes are unable to generate NO by oxidation of L-arginine, and become “uncoupled,” whereby reduction of molecular oxygen, driven by electron flow from the NOS reductase domain, can generate superoxide or other ROS. Uncoupled NOS appears to play important roles in pathophysiologic regulation of ROS in, for example, cardiovascular disease [10]. Inhibition of iNOS function by BH4 structural analogues *in vitro* can block iNOS-mediated NO production, and may have effects on the systemic response to septic shock [11,12]. However, the physiological requirement for BH4 in iNOS function is unclear. In particular, it is not known whether the role of BH4 in inflammatory cell function alters the response to cytokine stimulation, or the downstream consequences of iNOS signaling mediated by either NO or ROS. These questions are important because understanding the mechanisms regulating iNOS signaling in inflammation, via either NO or ROS, is critical in designing rational therapeutic approaches to target iNOS function in conditions such as host defense, immune function, and sepsis.

We hypothesized that deletion of *Gch1* in macrophages would prevent NO production by iNOS and allow dissection of putative roles for iNOS-derived NO, vs other functions of iNOS, such as ROS production, that are not dependent on NO production. We generated a novel mouse model with targeted deletion of *Gch1*, the enzyme required for BH4 synthesis, in order to prevent NO production by iNOS, but maintain ROS production. We investigated the effects of “NO-dead” iNOS on macrophage activation and redox-dependent gene expression.

## Materials and methods

### Animals

All animal studies were conducted with ethical approval from the Local Ethical Review Committee and in accordance with the UK Home Office regulations (Guidance on the Operation of Animals, Scientific Procedures Act, 1986). Mice were housed in ventilated cages with a 12-h light/dark cycle and controlled temperature (20–22 °C), and fed normal chow and water ad libitum.

### Generation of Gch1 knockout mice

A novel mouse model of BH4 deficiency was created by conditional deletion of *Gch1,* that encodes GTP cyclohydrolase I the rate limiting enzyme in BH4 biosynthesis [13]. Exons 2 and 3 of *Gch1*, encoding for the active site of GTPCH, were flanked by loxP sites in a targeting construct that was used to produce *Gch1*^*fl/fl*^ mice following homologous recombination in ES cells (Fig. 1A). These mice were crossed with Tie2cre transgenic mice to produce *Gch1*^*fl/fl*^Tie2cre mice where *Gch1* is deleted in endothelial and bone marrow-derived cells [14–16]. The Tie2cre transgene is active in the female germline; hence only male animals are used to establish breeding pairs to maintain conditional expression. Mice were genotyped using primers targeted against the floxed *Gch1* allele, and in a separate reaction for the presence of the cre sequence. Experiments were performed using bone marrow isolated from age and sex matched littermate animals. Animals were genotyped using DNA prepared from ear notches using the following PCR primers: Cre, 5′ GCATAACCAGTGAAACAGCATTGCTG 3′ and 5′ GGACATGTTCAGGGATCGCCAGGCG 3′; *Gch1* floxed allele, 5′GTCCTTGGTCTCAGTAAACTTGCCAGG3′ and 5′GCCCAGCCAAGGATAGATGCAG3′.

### Isolation of murine bone marrow-derived macrophages

Bone marrow was obtained by flushing the femur and tibia of adult mice with PBS. A single cell suspension was prepared by passing the bone marrow through a 70 µm cell strainer. Cells were then cultured in 10 cm nontissue culture treated dishes for 7 days in DMEM:F12 (Invitrogen) supplemented with 100 U/ml penicillin and 100 ng/ml streptomycin (Sigma), 10% (v/v) fetal bovine serum (PAA Laboratories), 5 mM L-glutamine (Sigma), and 10–15% (v/v) L929 conditioned medium at 37 °C and 5% CO_2_. The differentiation of the cells was confirmed using flow cytometry using a CyAn ADP (Beckton Coulter) for data acquisition and Flow Jo (TreeStar Inc.) for analysis. Macrophages were defined as being CD11b (PerCP conjugated) and F4:80 (APC conjugated, both Biolegend) positive cells, as judged against isotype controls conjugated with the same fluorochromes (Biolegend).

### Stimulation of bone marrow-derived macrophages

Following differentiation cells were harvested and plated into 6- or 12-well plates containing serum-free media (Optimem supplemented with 100 U/ml penicillin and 100 ng/ml streptomycin and 0.2% (w/v) low-endotoxin bovine serum albumin (Sigma)). Cells were stimulated with 10 ng/ml IFNγ (Peprotech EC) and 100 ng/ml LPS (Sigma) for 24 h, parallel wells were left unstimulated. After 24 h cell pellets, and cell culture supernatants were collected, or the cells subjected to biochemical analysis.

### Genomic DNA production and excision PCR

Genomic DNA for detection of the excised allele was produced using the Qiamp kit (Qiagen). The floxed and excised allele were detected using the following primers: 5′GTCCTTGGTCTCAGTAAACTTGCCAGG3′, 5′GCCCAGCCAAGGATAGATGCAG3′, and 5′GCTCATCCCCCACACTTGTCTT3′. The floxed allele yields a 1030-bp product and the excised allele a product of 1300 bp.

### Determination of tetrahydrobiopterin levels

BH4 and oxidized biopterins (BH2 and biopterin) were determined by high-performance liquid chromatography (HPLC) followed by electrochemical and fluorescent detection, respectively, following an established protocol [17]. Cell pellets were freeze–thawed in ice-cold resuspension buffer (50 mM phosphate-buffered saline, 1 mM dithioerythriol, 1 mM EDTA, pH 7.4). After centrifugation at 13,200 rpm for 10 min at 4 °C, supernatant was removed and ice-cold acid precipitation buffer (1 M phosphoric acid, 2 M trichloroacetic acid, 1 mM dithioerythritol) was added. Following centrifugation at 13,200 rpm for 10 min at 4 °C, the supernatant was removed and injected onto the HPLC system. Quantification of BH4 and oxidized biopterins was obtained by comparison with external standards and normalized to protein concentration, determined by the BCA protein assay (Pierce).

### Nitrite determination

Nitrite accumulation was measured in samples of cell culture medium using the Griess assay with colorimetric detection in 96-well plates, as described [18].

### Determination of NO production by electron paramagnetic resonance

Electron paramagnetic resonance (EPR) spectroscopy was used to quantify aortic NO production, as described previously [19]. Briefly, cultured macrophages were incubated with colloid iron (II) diethyldithiocarbamate [Fe(DETC)_2_] (285 µmol/L) at 37 °C for 90 min. After incubation, cells were harvested and snap-frozen in a column of Krebs-Hepes buffer in liquid nitrogen, and EPR spectra were obtained using an X-band EPR spectrometer (Miniscope MS 200; Magnettech). Signals were quantified by measuring the total amplitude, after correction of baseline, and after subtracting background signals from incubation with colloid Fe(DETC)_2_ alone.

### Western blot analysis

Western blot analysis was performed using antibodies against murine GTPCH (a gift from S. Gross), iNOS (BD Pharmigen), and β-tubulin (Abcam), using standard protocols. iNOS monomer and dimer analysis was conducted on nonreduced samples with all elements of the experiment conducted at 4 °C.

### Analysis of NO synthesis by iNOS

NO synthesis by iNOS was assessed by conversion of [^14^C]L-arginine to citrulline, in the presence and absence of *N-*methyl-L-arginine, as described previously [20]. Briefly, macrophages were incubated for 2 h at 37 °C in 200 μl Krebs-Hepes buffer containing [^14^C]arginine (2 μl of 50 μCi/mL, Hartmann Radiochemicals). Samples were run on a SCX 300 cation-exchange HPLC column (Sigma) with online scintillation detection. Background signals were corrected from samples incubated with [^14^C]arginine alone, without cells.

### Quantification of intracellular superoxide production by dihydroethidine HPLC

Superoxide production was quantified by measuring production of 2-hydroxyethidium from dihydroethidium using HPLC [21,22]. Cultured macrophages were pretreated with or without 2 mM L-NAME (Sigma), 100 U/ml PEG-SOD (Sigma), or 5 µM Sepiapterin (Schircks) prior to addition 25 µM DHE (Invitrogen) for 30 min before being harvested for separation of DHE using a gradient HPLC system (Jasco, UK) with an ODS3 reverse phase column (250 mm, 4.5 mm, Hichrom UK) and quantified using a fluorescence detector set at 510 nm (excitation) and 595 nm (emission). To assess oxidative burst, cells were stimulated with 2 μM PMA (Sigma) directly after addition of DHE to the cell culture media.

### Cytokine protein array

Media from stimulated and unstimulated macrophages were harvested after 24 h and any cell debris was removed by centrifugation. The resulting supernatants were applied to Proteome Profiler Arrays (R&D Systems) as a batch. The arrays were developed according to the manufacturer׳s instructions. The intensity of the cytokine signals was quantified from high resolution scans using ImageJ software.

### xCELLigence real-time chemotaxis assay

Bone marrow-derived macrophages were de-adhered following differentiation using PBS/5 mM EDTA and then subjected to chemotaxis assays in CIM 16-well plates using an xCELLigence RTCA-DP instrument as described previously [23]. Briefly, agonists were loaded into the lower chamber of the CIM 16 plate and the upper chamber was attached. The electrode-embedded membrane was equilibrated with prewarmed buffer for 30 min prior to addition of 5×10^4^ cells. Migration was assessed every 5 s for 4 h in total. Data were normalized to wells that received media alone and analysis of area maximum–minimum signal was carried out with RCTA Software version 1.2.1. Data are displayed as cell index relative to media alone control.

### Gene array analysis

Total RNA was extracted from each sample using a mirVana kit (Ambion). The RNA quantity and quality were determined using the Agilent BioAnalyzer 2100 (Agilent Technologies). Gene expression data were obtained by hybridizing a total of 24 mouse samples from two experimental groups, over 4 time points: WT and *Gch1*^fl/fl^Tie2cre at 0, 2, 8, or 24 h post stimulation (*n*=3 per group) to Illumina MouseWG-6(V2) BeadChips. Chips were scanned with Illumina BeadArray Reader; GenomeStudio V2010.1 (Illumina Inc) was used for data extraction. Data underwent variance stabilization and normalization (VSN) algorithm using Limma [24]. Normalized data were imported to Bioconductor (R version 2.14) (Biobase) and comparison by genotype was performed for each time point to identify significantly differentially expressed genes passing a false discovery rate of <0.05 [25]. The lists of differentially expressed genes were then subject to IPA pathway analysis (Ingenuity Systems, http://www.ingenuity.com).

### Quantitative real-time RT-PCR

RNA, prepared as described above, were reverse-transcribed using Superscript II (Life Technologies) and random hexamer primers (Invitrogen) according to standard protocols. A 50 ng RNA equivalent cDNA was used to perform real-time PCR using predesigned TaqMan gene expression assays (Life Technologies) using a BioRad CFX1000. Gene expression data were normalized to β-actin expression.

### Statistical analysis

Data are expressed as mean ± SEM. Comparisons between WT and *GCH1*^*fl/fl*^Tie2cre were made by the unpaired *Student t* test. Experiments testing multiple doses between genotypes were compared by two-way ANOVA, with post tests applied to test for significance between genotypes or treatments as outlined in the figure legends. A *P* value of less than 0.05 was considered statistically significant.

## Results

### Cell-targeted Gch1 deletion reveals a requirement for BH4 biosynthesis in macrophage iNOS function

We generated matched litters of *Gch1*^*fl/fl*^Tie2cre and *Gch1*^*fl/fl*^ mice (hereafter referred to as wild-type) by crossing male *Gch1*^*fl/fl*^Tie2cre and female *Gch1*^*fl/fl*^ mice (Fig. 1A). Bone marrow-derived macrophages were cultured from primary bone marrow, confirmed by identification of the cells as CD11b+ F4/80+ by flow cytometry (Fig. 1B). Genomic PCR of macrophage DNA demonstrated near total excision of the floxed *Gch1* allele in *Gch1*^*fl/fl*^Tie2cre mice (Fig. 1C). Deletion of *Gch1* resulted in a near complete loss of cellular BH4 in bone marrow-derived macrophages from *Gch1*^*fl/fl*^Tie2cre mice compared to wild-type controls (*P*<0.01, Fig. 1D).

We next tested the effect of cytokine stimulation on iNOS expression and BH4 synthesis in bone marrow-derived macrophages. Stimulation of macrophages with LPS and interferon-γ resulted in marked induction of iNOS protein levels, identified by Western blot, from undetectable levels at baseline, that was not different in *Gch1*^*fl/fl*^Tie2cre compared with wild-type mice (Fig. 2A). In wild-type mice, GTPCH protein was present at baseline and was upregulated in response to LPS and interferon-γ stimulation. However, in *Gch1*^*fl/fl*^Tie2cre mice, no GTPCH protein was detectable either at baseline or after LPS and interferon-γ stimulation. These changes in GTPCH protein were paralleled by quantification of *Gch1* mRNA by RT-PCR, showing an upregulation of *Gch1* expression in wild-type cells after LPS and interferon-γ stimulation, but undetectable *Gch1* expression in either basal or stimulated *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 2B). Strikingly, levels of BH4, and the oxidized species dihydrobiopterin (BH2) and biopterin (B), remained virtually undetectable in stimulated *Gch1*^*fl/fl*^Tie2cre macrophages, despite a significant upregulation of biopterins in wild-type macrophages (Fig. 2C). To determine whether the biopterin salvage pathway was intact we stimulated BH4 production by supplementation with sepiapterin, which augments BH4 levels via the salvage pathway, independent of de novo BH4 biosynthesis by GTPCH. Sepiapterin supplementation significantly increased intracellular BH4 in the *Gch1*^fl/fl^Tie2cre cells, restoring them to wild-type levels (Fig.2D). This shows that iNOS enzymatic activity is otherwise unaffected and the effects seen are due to a lack of cofactor availability in the *Gch1*^fl/fl^Tie2cre cells.

We next determined the effects of macrophage *Gch1* deletion and BH4 deficiency on NO generation, using three different methods. First, we measured authentic NO generation from macrophages using EPR detection of NO using the spin-trap colloid Fe(DETC)_2_. The characteristic NO-Fe(DETC) _2_ EPR triplet was readily demonstrated in activated wild-type macrophages, but was not detectable in *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 3A). A similar result was observed using radiolabeled L-arginine to L-citrulline conversion using HPLC with on-line scintillation detection. No L-citrulline production was detected in *Gch1*^*fl/fl*^Tie2cre macrophages, compared with more than 15% conversion of L-arginine to L-citrulline in activated wild-type cells (Fig. 3B). Finally, we measured nitrite production by macrophages using the Greiss assay. Wild-type macrophages accumulated high levels of nitrite (>50 µM) in culture medium 24 h after stimulation with LPS and interferon-γ, whereas nitrite was barely detectable in medium from *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 3C). To test the specificity of the nitric oxide production the cells were treated with either the nonselective NOS inhibitor L-NAME or the iNOS selective inhibitor 1400 W (Fig. 3D). The accumulation of nitrite was significantly reduced in wild-type cells by both inhibitors. To confirm whether the lack of nitric oxide production by the *Gch1*^fl/fl^Tie2cre cells was purely due to a lack of BH4, *Gch1*^fl/fl^Tie2cre macrophages were activated in the presence of sepiapterin, to restore BH4 levels by the salvage pathway, which restored nitrite levels to wild-type levels (Fig. 3D). To further assess alterations to iNOS activity in the absence of BH4 we performed Western blotting of the native protein to determine any contribution of BH4 to the dimerization of iNOS. We found a decrease in dimeric iNOS in the *Gch1*^fl/fl^Tie2cre macrophages. In both wild-type and *Gch1*^fl/fl^Tie2cre cells a prominent signal for monomeric iNOS was detected (Fig. 3E). A parallel aliquot of the lysate was prepared under normal reducing conditions to confirm that the total iNOS expression was unchanged between genotypes. Taken together, these observations demonstrate that macrophage *Gch1* deletion renders iNOS inactive for NO generation that is mediated by BH4 deficiency.

To investigate the effects of *Gch1* deletion and BH4 deficiency on macrophage ROS production, we next measured O_2_^•*−*^ and other ROS in bone marrow-derived macrophages by quantification of 2-hydroxyethidium (2-HE) and ethidium (E) production from dihydroethidine, using HPLC. The production of 2-HE was significantly elevated in macrophages from *Gch1*^*fl/fl*^Tie2cre mice compared with wild-type cells, but only in the LPS and interferon-γ-activated macrophages (Fig. 4A–C). The specificity of the production of 2-HE was confirmed by analyzing the PEG-SOD-inhibitable signal. While a clear production of superoxide is detectable in both the stimulated and the unstimulated macrophages, this production is not significantly altered by coincubation with L-NAME. In the case of the ethidium signal, the production is significantly increased in the *Gch1*^*fl/fl*^Tie2cre macrophages under both unstimulated and activated conditions (Fig. 4D and E). This overproduction of ethidium by the *Gch1*^*fl/fl*^Tie2cre cells was particularly striking, being visible as an alteration in the color of the cell pellets following dihydroethidium incubation (Fig. 4C). This signal was not inhibited by coincubation with PEG-SOD, nor with the NOS inhibitor, L-NAME (2 mM), which produced little effect. These data indicate a role for BH4 in regulating both superoxide production in the presence of iNOS expression and in the production of other ROS species that are independent of NOS expression. Having observed significant alterations in the production of multiple ROS species in the BH4-deficient cells, we next assessed how the cells would react to a potent superoxide signal, induction of the oxidative burst by PMA. The magnitude of the superoxide signal was not significantly different between genotypes (Fig. 4F). In addition, the production of this large superoxide signal did not alter the detected ethidium signal (Fig. 4G), indicating that the ethidium signal is independent of superoxide production by the cells. To further probe the origin of the elevated ethidium signal, cells were subject to either rescue of intracellular BH4 levels, by addition of sepiapterin, or treatment with a nonspecific antioxidant, Vitamin C (Fig. 4H). In both cases the ethidium signal was significantly decreased in the *Gch1*^*fl/fl*^Tie2cre macrophages, indicating that the increased ethidium signal is the result of intracellular oxidants. These experiments indicate that ROS levels within the cells are altered in a BH4-dependent manner both in the presence and in the absence of iNOS protein expression.

### Macrophage BH4 deficiency and loss of NO lead to altered inflammatory responses and gene expression

Next we investigated the requirement for macrophage BH4 synthesis in the inflammatory response to LPS and interferon-γstimulation. A systematic quantification of the secretion of a range of cytokines and chemokines, using a protein array, revealed that the production of mediators including MIP-2, MIP1α , MIG, MCP-5, IL-27, IL-10, IL-6, sICAM-1, G-CS,F and TIMP-1 was not significantly different between wild-type and *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 5A and B). We also measured cytokines induced by proinflammatory stimulation in macrophage culture media by ELISA, revealing a small but statistically significant reduction in TNFα and IL-6 secretion by *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 5C and D). More surprisingly, secretion of PGE2 was not affected, as reduced PGE2 production is reported by iNOS^*−*/*−*^ macrophages (Fig. 5E) [26]. To further investigate the effects of *Gch1* deletion on macrophage function, chemotaxis assays were performed to assess cell motility. The BMDMs showed significant migration in response to both classical chemokines (CCL5) and chemoattractants (C5a) (Fig. 5F). However, there was no significant difference in cell migration between wild-type and *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 5F). Taken together, these data reveal a selective impact of BH4 deficiency on cell redox status, with alterations in both nitric oxide and ROS production, in the absence of large changes in other cell functions.

We next investigated how the loss of NO production and increased ROS production induced by loss of BH4 would alter gene expression in macrophages after LPS and interferon-γ stimulation, using gene array analysis of macrophage mRNA (Fig. 6A). Macrophages from wild-type and *Gch1*^*fl/fl*^Tie2cre mice were harvested at baseline or 2, 8, or 24 h after stimulation with LPS and interferon-γ. 

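The gene array values behind the following statements come from 24 arrays, 3 for each genotype at each of 4 time points, with RNA from 3 wild-type and 3 Gch1fl/flTie2cre animals that were each measured at every time. The deposited probe intensities were corrected for background with their detection p-values and quantile normalized, and limma then tested 16498 of the 45281 probes, with the animal as a random block. A gene counts as changed here at an adjusted p under 0.05 and a fold over 1.5, which is the study's own threshold. Differences are log2 values, Gch1fl/flTie2cre minus wild-type macrophages or stimulated minus baseline, given as estimate ± standard error, with n = 3 arrays in each group unless stated. A gene is represented by its brightest tested probe. The number of animals limits the precision of every value. Counts of probes at an unadjusted p under 0.05 are given beside the calls. Chance alone gives this on average for a share of 0.05 of the 16498 tested probes. The counts for the genotypes at 0, 2 and 8 h, and for the difference of responses at 2 and 8 h, lie below that share.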

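Stimulation raised inflammatory genes in both wild-type and Gch1fl/flTie2cre macrophages. Cxcl9, which encodes a chemokine induced by interferon-γ, rose at 2 h by at least 6.36 ± 0.42 log2 in wild-type cells (limma adjusted p = 9.4e-09) and at least 5.69 in Gch1fl/flTie2cre cells. These are lower bounds that do not compare the genotypes, because Cxcl9 then lay at the top of the arrays' range. Il6 rose by 4.09 ± 0.33 and 3.58, Nos2, the gene of iNOS, by 3.99 and 3.28, and Il10 by 3.50 and 2.87, in the same order. For Nos2 the genotypes differed by 0.79 at baseline and 0.08 at 2 h on this probe. On its other probe they differed by −0.17 and 0.64, so the order of the 2 genotypes depends on the probe. Of 35 tested genes of the NF-kB and Toll-like receptor response, 22 rose at 2 h in each genotype, 0 fell and 13 did not pass (median 1.17 in wild-type and 1.05 in Gch1fl/flTie2cre cells; 25 rose in each when adjusted over the list alone). Of 19 genes of mediators that the study measured in the medium (cytokines, chemokines and other proteins, with Ptgs2 and Ptges as enzymes of prostaglandin synthesis), 13 rose in wild-type and 15 in Gch1fl/flTie2cre cells, 0 fell, and 6 and 4 did not pass (14 and 15 adjusted over the list alone).

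Across all probes, wild-type cells raised 1146 and lowered 1384 at 2 h, raised 2424 and lowered 2645 at 8 h, and raised 2729 and lowered 2602 at 24 h. Gch1fl/flTie2cre cells raised 1114, 2627 and 2776 and lowered 1597, 2955 and 2610. Slamf1, a lymphocyte activation receptor gene, was among the highest at 8 h (6.61 ± 0.55 in wild-type and 7.31 in Gch1fl/flTie2cre cells), with Timp1 at 5.66 and 6.23. Saa1, an acute-phase gene without detection at baseline, was at least 91.9-fold higher at 24 h in wild-type and at least 262-fold higher in Gch1fl/flTie2cre cells, and Arg1 at least 84.8-fold and 78.7-fold. Mrc1, the mannose receptor gene, fell by 5.25 ± 0.43 and 4.22 at 24 h. Of 26 cell cycle genes, 16 fell at 24 h in each genotype, 0 rose and 10 did not pass (20 fell in each when adjusted over the list alone; medians −1.99 and −2.03; list adjusted p = 3.9e-06 and 5.5e-06, and adjusted p = 0.91 and 0.784 with an estimated correlation).

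The 2 responses share no array, and across 8875 genes they correlated at r = 0.918, 0.949 and 0.908 at 2, 8 and 24 h. Pairs of animals of different genotype had a mean r of 0.775, 0.835 and 0.737, and pairs of the same genotype 0.765, 0.82 and 0.719. Animals 5 (Gch1fl/flTie2cre) and 6 (wild-type) stood apart from the other animals. A larger share of the same-genotype pairs joins an animal of that set with an animal outside it. These means therefore do not compare genotypes with replicates alone. At 8 and 24 h animals 5 and 6 gave the highest r between genotypes, 0.917 and 0.892. The limma test of the difference of the responses called 0 probes at 2 h (225 at unadjusted p under 0.05; 32 with array weights, and 0 in every other setting) and 0 at 8 h (365 unadjusted; 5 with array weights, 4 with deposited values and the set of animals as a block, 2 with that block, 1 in animals 1 to 4, 1 without animal 6, and 0 in every other setting). At 24 h it called 2 probes (955 unadjusted; 30 with deposited values and 317 with the set of animals as a block), and the responses of the ribosomal protein list differed (median difference 0.45, adjusted p = 0.027 with an estimated correlation), as did those of the NRF2 targets (−0.61). The difference of the responses was −0.77 for Nos2 at 8 h (95% interval −2.10 to 0.56), so a change of over 1.5-fold remains inside this interval. At 8 h itself the genotypes differed by 0.02 on this probe, so the value rests on the baseline difference of 0.79. The other Nos2 probe differed by −0.17 at baseline and 0.41 at 8 h, which gives the opposite sign. The paper states that the response was similar between genotypes and relates this to the broadly similar secretion of cytokines and chemokines.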

The change in gene expression in response to inflammatory stimulation was similar between genotypes, reflecting the broadly similar levels of cytokine and chemokine secretion. Pairwise comparison of gene expression between wild-type and *Gch1*^fl/fl^Tie2cre macrophages at baseline revealed the expected decrease in *Gch1* gene expression and in addition a significant reduction in arsenite-3-methlytransferase (*As3mt)* expression (Supplementary Table 1). This minimal *Gch1*-dependent change in gene expression was also seen at 2 h post stimulation. 

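Before stimulation, Gch1 and As3mt were the 2 tested genes that differed. The paper's supplement also lists 2010002M12Rik as higher, which was matched to no tested probe here. Gch1, whose enzyme makes the first committed step of BH4 synthesis, was lower by 2.55 ± 0.32 log2 in Gch1fl/flTie2cre macrophages (11.31 ± 0.10 against 13.87 ± 0.08, mean ± SD; limma adjusted p = 6.1e-04). Its other probe was lower by 1.52 (adjusted p = 0.0087), and the place of the probes relative to the deleted part of the gene is not known here. As3mt, which encodes the enzyme that methylates arsenite, was detected in 3 of 3 wild-type arrays and in 0 Gch1fl/flTie2cre arrays, at least 3.06-fold lower (−1.99 log2, adjusted p = 6.1e-04), and its other probe was lower by 1.94. Its log2 differences here and at later times are taken against arrays where the probe was not above background, and they and the bounds depend on the background correction: with the deposited values the difference was −0.99 (adjusted p = 0.0094). In all, 4 probes were lower and 0 higher, and 273 had an unadjusted p under 0.05, below the share that chance gives.

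Of 6 tested genes of BH4 synthesis, recycling and BH4-dependent enzymes, 1 was lower at baseline, Gch1, 0 were higher and 5 did not pass (median −0.14, list adjusted p = 3.1e-04, and adjusted p = 0.0857 with an estimated correlation). With the set of animals as a block, 15 probes passed at baseline, 3 higher and 12 lower. That block sets animals 5 and 6 apart from animals 1 to 4 and was found in these same values, so its p-values are too small.

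**Figure D1:**
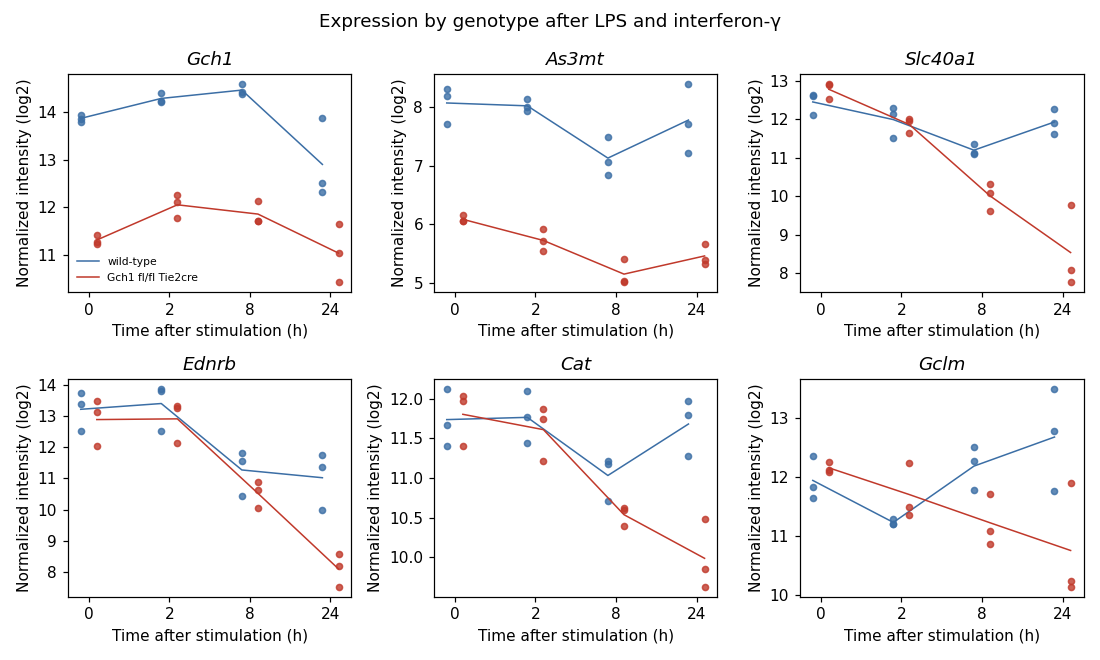
Normalized intensity (log2) of Gch1, As3mt, Slc40a1, Ednrb, Cat and Gclm in wild-type (blue) and Gch1fl/flTie2cre (red) macrophages before and 2, 8 and 24 h after stimulation. Points are arrays, 3 for each genotype and time, and lines join the group means.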

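At 2 h the differing genes were again Gch1 and As3mt. Gch1 was lower by 2.23 log2 in Gch1fl/flTie2cre macrophages (12.05 ± 0.25 against 14.29 ± 0.10, mean ± SD, n = 3 and 3, limma adjusted p = 0.0031). Its intensity at this time was above the baseline mean in both genotypes. By 24 h its wild-type mean was below baseline (−0.97, past the threshold). This came from animals 2 and 3, while animal 6 was at 13.80 at baseline and 13.88 at 24 h. As3mt was detected in 0 of 3 Gch1fl/flTie2cre arrays and was at least 2.15-fold lower (−2.30 log2, adjusted p = 7.1e-05; −0.90 and adjusted p = 0.0404 with the deposited values). Their other probes were lower by 1.63 and 2.05. No other gene passed, and the 424 probes with an unadjusted p under 0.05 were below the share that chance gives. With the set of animals as a block 23 probes passed, 6 higher and 17 lower.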

At 8 h after stimulation a significant decrease in *Cxcl5* expression was seen in addition to the changes in *As3mt* expression (Supplementary Table 1). However, 24 h after stimulation 78 genes were altered in *Gch1*^fl/fl^Tie2cre cells (Fig. 6A and Supplementary Table 1). 

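At 8 h Gch1 and As3mt were lower in Gch1fl/flTie2cre macrophages, and no other tested gene passed. Gch1 was lower by 2.60 log2 (11.86 ± 0.24 against 14.46 ± 0.11, mean ± SD, n = 3 and 3; limma adjusted p = 6.1e-04) and As3mt at least 1.12-fold, with a difference of −1.98 log2 on its brightest probe and −1.18 on its other probe (adjusted p = 0.214). The As3mt call at 8 h was lost with the deposited values (−0.72, adjusted p = 0.336) and with quantile normalization without background correction (−0.74). Cxcl5 is not analysed here, because the table that pairs probes with genes used here names it for no probe. Genes that passed later were not past the threshold at this time: Slc40a1 differed by −1.19 (adjusted p = 0.63), Dnmt3l by −0.99 (adjusted p = 0.71) and Panx1 by −1.15 (adjusted p = 0.923, and 0.025 with the set of animals as a block). The interferon response list, 41 genes, had a median of 0.19 (list adjusted p = 0.0015, and adjusted p = 0.559 with an estimated correlation), with 0 single genes past the threshold. The count was 3 probes, all lower. At an unadjusted p under 0.05 there were 760, below the share that chance gives. With the set of animals as a block 122 passed (26 higher, 96 lower).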

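By 24 h the 2 genotypes differed in 37 named genes, 9 higher and 28 lower in Gch1fl/flTie2cre macrophages. Slc40a1, the gene of the iron exporter ferroportin, was lowest, by 3.39 ± 0.34 log2 or 10.5-fold (limma adjusted p = 3.1e-05), followed by Ednrb, an endothelin receptor gene, at −2.92 ± 0.45 (7.55-fold, adjusted p = 0.0075). Gch1 was lower by 1.86, and As3mt was lower too. Also lower were Slc7a11, the cystine transporter gene (−1.82 ± 0.34, adjusted p = 0.0237, on 1 of its 4 probes), Plpp3 (−1.62 ± 0.33, adjusted p = 0.0337), a lipid phosphatase gene, and Srsf2 (−1.41 ± 0.25, adjusted p = 0.0131), a splicing factor gene. Higher were Mmp8, the neutrophil collagenase gene (1.77 ± 0.30, adjusted p = 0.0095), the cyclin gene Ccnd2 (1.53 ± 0.32, adjusted p = 0.0376), the mitochondrial ribosome gene Mrpl52 (1.17 ± 0.23, adjusted p = 0.0273) and Pin4 (0.87 ± 0.17, adjusted p = 0.0273).

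Cytosolic ribosomal protein genes were higher as a group in Gch1fl/flTie2cre cells, with a median of 0.42 over 57 genes (list adjusted p = 2.0e-29, and adjusted p = 0.0281 with an estimated correlation). Of these, 2 passed upward, Rps7 (0.82 ± 0.17) and Rpl27 (0.69 ± 0.14), 0 fell and 55 did not pass, and 19 were higher when adjusted over the list alone. At 0, 2 and 8 h the list's median was −0.01, 0.02 and 0.00. Stimulation lowered 35 of these genes by 24 h in wild-type cells (2 rose, 20 did not pass) and 10 in Gch1fl/flTie2cre cells (2 rose, 45 did not pass), with medians of −0.86 and −0.30 (list adjusted p = 4.6e-14 and 0.015, and adjusted p = 0.288 and 0.784 with an estimated correlation). The NF-kB and Toll-like receptor list had a median of 0.29 (list adjusted p = 3.1e-04, and adjusted p = 0.25 with an estimated correlation), with 0 of 35 single genes past the threshold and 4 higher when adjusted over the list alone, while with the set of animals as a block 10 were higher and 1 lower. Il6, a cytokine gene outside that list, differed by 1.33 ± 0.36 (adjusted p = 0.125, and 0.0030 with the set of animals as a block). For the secreted protein the paper reports a small but significant reduction in Gch1fl/flTie2cre cells by ELISA. Its protein array showed no significant difference in IL-6.

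Counted as probes, 16 were higher and 37 lower, and 1544 had an unadjusted p under 0.05. This count of 53 depends on single animals: it was 11, 4 and 2 without animals 1, 3 and 4, and 106, 94 and 79 without animals 2, 5 and 6. The split depends on how the intensities were processed: with the deposited values 89 were higher and 35 lower, with quantile normalization without background correction 73 and 66, and with the correction kept and cyclic loess 16 and 32. Animals 5 (Gch1fl/flTie2cre) and 6 (wild-type) stood apart from the other 4: at 24 h their deviations from the group means correlated at r = 0.809, and with animals 1 to 4 at −0.379 or lower. With that set of animals as a block 955 probes passed, 505 higher and 450 lower, all 53 of the others among them. The paper describes a minimal change at the early times and a set of 78 altered genes at 24 h.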

Validation of selected genes significantly altered in *Gch1*^fl/fl^Tie2cre cells, by RT-PCR, confirmed significant upregulation of genes in wild-type macrophages that were strikingly reduced or absent in *Gch1*^*fl/fl*^Tie2cre macrophages (Fig. 6B). This validation was performed both with the RNA samples used for the gene array and with further RNA samples from additional biological replicates.

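In the array values, transcripts that were lower in Gch1fl/flTie2cre macrophages at 24 h took different courses. The paper's text does not name the genes that this RT-PCR measured. Dnmt3l, a regulator of DNA methylation, rose by 0.99 log2 with stimulation in wild-type macrophages (limma adjusted p = 0.0084) and fell by 1.18 in Gch1fl/flTie2cre macrophages (adjusted p = 0.0024, n = 3 arrays per group). Ednrb fell in both, with −2.19 in wild-type and −4.78 in Gch1fl/flTie2cre cells. Panx1, which encodes a membrane channel, moved by 0.03 in wild-type cells and fell by 2.21 in Gch1fl/flTie2cre cells. The difference of the 2 responses was −2.18 for Dnmt3l (adjusted p = 0.0709, and 0.0135 with the set of animals as a block), −2.59 for Ednrb (adjusted p = 0.194) and −2.25 for Panx1 (adjusted p = 0.244), none of them past the threshold.

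Between genotypes at 24 h, Panx1 was lower by 1.89 ± 0.42 on its brightest probe (adjusted p = 0.0508, and 2.1e-04 with the set of animals as a block) and by 2.01 on its other probe (adjusted p = 0.0257). The other Ednrb probes differed by −1.71 (adjusted p = 0.423) and −2.68 (adjusted p = 0.0257). Angptl2 and Cxcl5 are not analysed here. The RT-PCR values themselves are not used here, and these genes were chosen on the same arrays, so the list is not independent evidence of its direction.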

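Ether lipid and platelet activating factor genes showed no single change past the threshold at 24 h. Of 14 tested, 0 were higher, 0 lower and 14 did not pass, and 1 was higher when adjusted over the list alone (median −0.10, limma list adjusted p = 0.804). The acetylhydrolase subunit gene Pafah1b3 differed by 0.74 ± 0.20 log2 in Gch1fl/flTie2cre macrophages (adjusted p = 0.126, n = 3 and 3; 0.0052 with the set of animals as a block), Pafah1b2 by 0.25, Pafah1b1 by −0.15, Pafah2 by −0.30 and Pla2g7, the plasma-type enzyme's gene, by −0.11. Of 18 genes of catecholamine synthesis and adrenoceptors 1 was bright enough to be tested, so this list was not tested, and the α-1-adrenoceptor gene is not analysed here.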

The gene array revealed changes in genes related to the BH4-dependent enzyme pathways of catecholamine synthesis, α-1-adrenoceptor, and the AGMO-dependent ether lipid metabolism pathway, platelet activating factor acetyl hydrolase (*Pafah*) (Supplementary Table 1). Ingenuity Pathway analysis of the genes significantly altered at 24 h revealed a significant modulation of the NRF2 pathway, predicting a decrease in upstream NRF2 activity in the *Gch1*^fl/fl^Tie2cre cells. Pathway analysis predicts decreased activation of NRF2 following reduced expression of 6 out 8 key NRF2 targets in *Gch1*^fl/fl^Tie2cre cells (*P*<0.05). 

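NRF2 target genes were lower as a group in Gch1fl/flTie2cre macrophages at 24 h. Of 30 tested targets, 6 fell below wild-type, 0 were higher and 24 did not pass, and 13 were lower when adjusted over the list alone. The median was −0.62 log2 (limma list adjusted p = 1.5e-14, and adjusted p = 0.0283 with an estimated correlation; n = 3 and 3). The 4 lowest past the threshold were Gclm, which encodes a subunit of the glutathione-synthesizing ligase, the cystine transporter gene Slc7a11, the glutathione transferase gene Gsta3 and the catalase gene Cat. Keap1 and Nfe2l2, the genes of the NRF2 repressor and of NRF2, differed by −0.08 and −0.10 and did not pass.

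At 0 and 2 h the same list had medians of 0.06 (adjusted p = 0.357) and 0.08 (adjusted p = 0.117), and at 8 h −0.21 (adjusted p = 4.1e-07, and adjusted p = 0.118 with an estimated correlation), with 0 single genes past the threshold and 2 lower when adjusted over the list alone. The pathway was picked by the study on these arrays, so the list is not independent evidence of its direction. Without the 7 genes that stand in Supplementary Table 1, 23 targets remain, 17 of them below 0, with a median of −0.53 and 2 past the threshold. With the set of animals as a block 9 of these passed as lower and 0 as higher. The limma list test of these 23 genes gave an unadjusted p of 2.0e-07, and an unadjusted p of 0.0081 with an estimated correlation, which was added after the first value was seen. The paper reads the reduced expression of 6 of 8 key targets as a predicted decrease of upstream NRF2 activity.

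**Figure D2:**
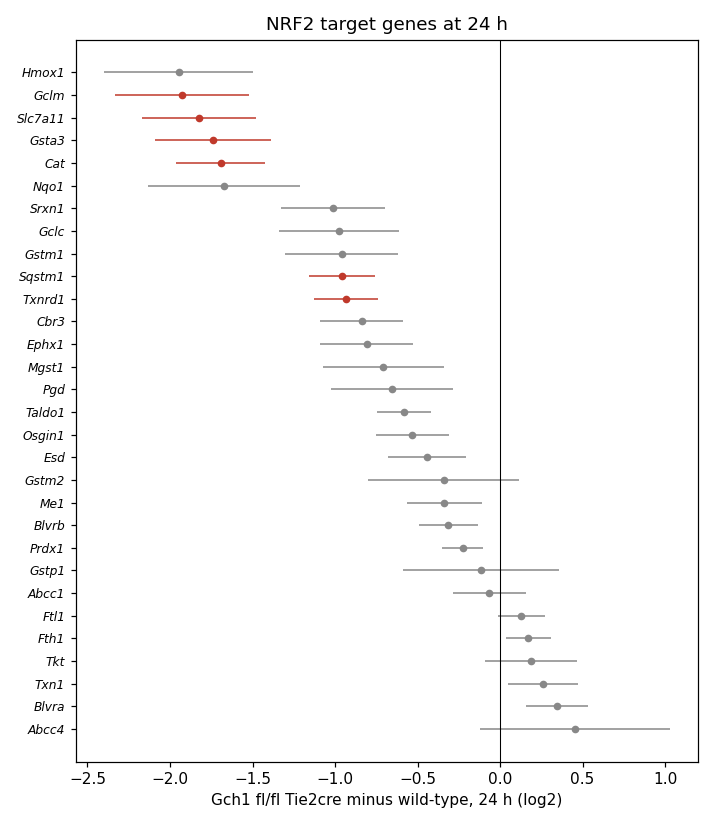
Difference at 24 h (log2, Gch1fl/flTie2cre minus wild-type) of the 30 tested NRF2 target genes. Points are estimates from 3 and 3 arrays, bars are ± standard error, and red marks the genes past the threshold.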

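Of the 5 NRF2-dependent genes named here, 3 were lower in Gch1fl/flTie2cre macrophages on the arrays at 24 h, 0 higher, and 2 did not pass; 4 were lower when adjusted over the list alone. Gclm was lower by 1.93 ± 0.41 log2 (limma adjusted p = 0.0446, n = 3 and 3), Gsta3 by 1.74 ± 0.35 (adjusted p = 0.0338) and Cat by 1.69 ± 0.27 (adjusted p = 0.0091). Nqo1, a quinone reductase gene detected in 1 of 3 Gch1fl/flTie2cre arrays, differed by −1.67 ± 0.46 (adjusted p = 0.135, and 1.1e-05 with the set of animals as a block). With the deposited values the Nqo1 difference was −0.93. The peroxiredoxin gene Prdx1 differed by −0.23 ± 0.12 (adjusted p = 0.638) on its brightest probe, which lies between 15.28 and 15.65 on arrays whose highest value is 15.69, and by −2.11 on its other probe (adjusted p = 0.0651, and 1.6e-05 with the set of animals as a block), which lies between 9.25 and 12.91. As a list the 5 genes gave an adjusted p of 2.6e-12, and 0.0283 with an estimated correlation. The study chose them after these arrays, so they are not independent evidence of the direction.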

The identification of altered NRF2 target gene expression was confirmed by RT-PCR of analysis of established NRF2-dependent genes (*Gclm*, *Prdx1*, *Gsta3*, *Nqo1*, and *Catalase*) showing an apparent decrease in NRF2 activity in *Gch1*^fl/fl^Tie2cre macrophages (Fig. 6C).

## Discussion

We have created a novel mouse model of *Gch1* deletion in order to test the specific requirements for BH4 in macrophage redox biology. This novel mouse model reveals several new and important findings. First, *Gch1* deletion leads to near total macrophage BH4 deficiency, which in turn leads to loss of iNOS-derived NO bioactivity. Second, macrophage ROS production is increased by BH4 deficiency and is in part iNOS mediated but is also observed in the absence of iNOS expression. Third, analysis of macrophage gene expression reveals specific alteration to a set of 78 genes following iNOS induction that are dependent on BH4 levels. In particular, NRF2-dependent genes showed reduced induction in *Gch1*^fl/fl^Tie2cre macrophages. 

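On the arrays, stimulation for 24 h left NRF2 target genes mixed in wild-type macrophages and lowered many in Gch1fl/flTie2cre macrophages. In wild-type cells 3 of 30 targets rose, 5 fell and 22 did not pass (median −0.13, limma list adjusted p = 0.836, n = 3 arrays per group). In Gch1fl/flTie2cre cells 1 rose, 13 fell and 16 did not pass (median −0.48, list adjusted p = 1.7e-04, and adjusted p = 0.784 with an estimated correlation). Among the genes of glutathione synthesis and peroxide removal, Gclm moved by 0.74 log2 in wild-type cells (adjusted p = 0.14) and by −1.40 in Gch1fl/flTie2cre cells, Gsta3 by 0.65 and −1.73, and Cat by −0.06 and −1.81. Nqo1 fell by 3.02 in Gch1fl/flTie2cre cells, where most arrays at 24 h did not detect it, so this size depends on the background correction. In wild-type cells it was also below baseline without passing (adjusted p = 0.0764).

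The difference of the responses was −2.14 for Gclm (adjusted p = 0.264), −2.38 for Gsta3 and −1.76 for Cat (adjusted p = 0.0976 each), and −2.02 for Nqo1 (adjusted p = 0.436), none past the threshold. Over the 30 targets 0 single genes passed this test, 8 were lower when adjusted over the list alone, and the list's own adjusted p was 2.1e-14 (adjusted p = 0.0297 with an estimated correlation). The arrays at 24 h enter both this difference and the genotype difference, so these are not separate evidence.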

Taken together, these data reveal a requirement for BH4 in regulating cellular redox state, through direct effects on iNOS-mediated NO, ROS production and through downstream alterations in NRF2-dependent gene expression.

The identification of these specific requirements for *Gch1*, BH4, and iNOS-dependent NO generation has important implications for understanding the regulation of macrophage activation and gene expression. NO has been reported to have multiple divergent effects on cytokine production, with both induction and inhibition of cytokine production reported following treatment with NO donors [27]. However, our data now show that macrophage cytokine production following inflammatory stimulation is largely preserved even when iNOS-dependent NO production is absent. Conversely, the specific reduction in NRF2-dependent gene expression in BH4-deficient macrophages strongly supports a requirement for NO in activation of NRF2 by nitrosylation of Keap1 [28], even though NRF2 can also be induced by ROS [4]. In this regard, the observations in *Gch1*-deficient macrophages are concordant with those from *Nos2*^*−*/*−*^ mice that show decreased activation of NRF2 in response to proinflammatory stimuli [29]. However, given the large alterations in NO-ROS balance in the *Gch1*^fl/fl^Tie2cre macrophages we cannot fully rule out ROS-mediated alterations in NRF2 activation. In contrast, gene expression analysis in BH4-deficient macrophages following activation identifies a novel subset of genes that are dependent on iNOS, but not on NO production, thus implicating other iNOS signaling roles such as ROS production. Dissecting out the relative roles of iNOS-derived NO vs other iNOS effects cannot be determined using the *Nos2*^*−*/*−*^ mouse, where all iNOS effects will be absent. For example, *Nos2*^*−*/*−*^ macrophages are reported to have a striking lack of PGE2 induction, hypothesized to be via reduced S-nitrosylation of COX2. However, we observed no significant alteration in PGE2 levels in BH4-deficient macrophages, indicating that other roles for iNOS may mediate this activation of COX2 [26].

The potential importance of BH4 in regulating ROS-mediated effects in macrophages is supported by striking increases in superoxide production in BH4-deficient activated macrophages that parallels loss of NO generation by iNOS. This novel system allows for the first time a comparison between NO-mediated and ROS-mediated effects of iNOS induction in macrophages. While the production of superoxide by iNOS has been reported, the precise control of ROS production by BH4 is more controversial. Some studies have shown that iNOS becomes uncoupled by a lack of BH4 and that superoxide-induced oxidative loss of BH4 causes ROS formation [30]. Restriction of arginine availability is also reported to cause increased ROS production by iNOS [31], resulting in peroxynitrite formation [32]. Recent studies have shown that the ferrous inducible oxygenase domain of iNOS remains monomeric in the absence of BH4 and produces superoxide [33]. However, isolated protein systems have shown that the formation of the iNOS dimer, which is required for NO production, is more BH4 dependent than other NOS isoforms [8]. In whole cell and body systems iNOS uncoupling is observed, with reduced BH4 causing increased iNOS uncoupling in T-cells and in renal allografts associated with a BH4-inhibitable superoxide production [34,35]. In addition to enhanced superoxide production, which may be a result of iNOS uncoupling, the more striking effect of loss of BH4 on cellular redox state is the enhanced ethidium signal detected. This signal is independent of NOS expression, indicating for the first time that the physiological level of BH4 has a role in controlling cellular redox state. The source of this ROS signal is unclear; it seems unlikely to be via NOX2 since induction of the phagocytic oxidative burst by PMA is unaltered between genotypes. These data indicate that basal ROS production from other sources may be elevated, or that BH4 forms part of the physiological intracellular redox buffering capacity of the cell.

The ability of macrophages to produce high levels of ROS and RNS requires macrophages themselves to induce cell processes that allow protection from the local aggressive local environment. This protection is mediated in part through induction of redox-sensitive transcription factors, such as HIF and NRF2 [29]. In addition to the core group of NRF2-regulated genes that show altered regulation in the *Gch1*^fl/fl^Tie2cre mice, other gene expression changes reflect changes previously associated with NO production. For example, *Slc40a1* (Ferroportin) gene expression has been reported to be induced by nitric oxide, with a failure of induction in iNOS^*−*/*−*^ mice [36]. However, more interestingly genes that showed altered activation in the *Gch1*^fl/fl^Tie2cre macrophages have not previously been associated with iNOS or nitric oxide biology, suggesting that changes in iNOS-mediated redox signaling, rather than only NO, have important biological effects. 

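Slc40a1, the ferroportin gene, changed differently with stimulation in the 2 genotypes. In Gch1fl/flTie2cre macrophages it fell by 2.77 log2 at 8 h and by 4.24 at 24 h (limma adjusted p = 1.6e-08), and in wild-type macrophages by 1.25 at 8 h, with −0.52 at 24 h (adjusted p = 0.219; n = 3 arrays per group). The difference of the 24 h responses was −3.72 ± 0.45 (95% interval −4.66 to −2.77, adjusted p = 0.0013), and Slc40a1 was the 1 named gene to pass that test, beside 1 probe without a gene name. Without animal 3 or animal 4 the difference stayed at −3.63 and −3.43 but 0 probes passed (adjusted p = 0.11 and 0.167 for Slc40a1, computed after the first result was seen). At 24 h its mean was 8.54 ± 1.08 against 11.93 ± 0.33 (mean ± SD). Of 19 iron handling genes, 1 was lower at 24 h, Slc40a1, 0 were higher and 18 did not pass, and 2 were lower when adjusted over the list alone (median 0.06, mean −0.25, list adjusted p = 0.147). The paper places this gene among changes linked before to nitric oxide, citing its failure to be induced without iNOS.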

Expression of As3MT (arsenic(III)-methyltransferase) was significantly different in BH4-deficient macrophages at all time points in the gene array analysis, irrespective of LPS and IFNγ stimulation, indicating that the alteration in expression is independent of iNOS, but dependent on BH4 and *Gch1*. 

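In the background-corrected values As3mt was the 1 gene besides Gch1 to be lower at all 4 time points, and both of its probes passed at 3 of them. By 24 h it was at least 2.46-fold below wild-type, again without detection in any Gch1fl/flTie2cre array, and its other probe was lower by 1.81 log2 (limma, n = 3 and 3), while with the deposited values the difference was −1.05 (adjusted p = 0.0040). The 6 tested genes of arsenic and one-carbon methylation held 1 that was lower at 24 h, As3mt, 0 higher and 5 that did not pass (median 0.05, mean −0.14, list adjusted p = 0.225; 1 higher and 1 lower when adjusted over the list alone). The 19 tested genes next to As3mt on its chromosome had a median of 0.03 at 24 h (list adjusted p = 0.808), and 0 of them passed. The paper concludes from the change without stimulation that it does not depend on iNOS but does depend on BH4 and Gch1.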

As3MT mediates arsenic methylation and is involved in the endogenous arsenic detoxification process, with *As3MT*^*−*/*−*^ mice showing slower excretion of arsenic with enhanced symptoms of arsenic toxicity [37]. While this gene has not been previously reported to be altered by ROS or RNS, it is perhaps telling that expression of this protein is associated with alteration in the redox status of cells, with its activity being increased by glutathione [38]. These data implicate a potential general role for BH4 in arsenic metabolism, which warrants investigation of this process in more relevant cell types. The function of As3MT in the macrophages studied here, in the absence of arsenic, is unclear. Other genes altered in the *Gch1*^fl/fl^Tie2cre cells have potent roles in cellular function; *Cxcl5* encodes a chemokine that can recruit both neutrophils and monocytes [39]. Dnmt3l protein is a member of the de novo DNA methyltransferases, indicating the possibility of further downstream epigenetic alterations in BH4-deficient cells [40]. 

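Dnmt3l was lower by 2.01 ± 0.29 log2 in Gch1fl/flTie2cre macrophages at 24 h (limma adjusted p = 0.0050, n = 3 and 3), on both of its probes. Of 4 tested genes of DNA methyltransferases and demethylases, Dnmt3l alone was lower, 0 were higher and 3 did not pass, with 1 lower when adjusted over the list alone. The median of these enzymes' genes was −0.62 (list adjusted p = 0.0012, and adjusted p = 0.057 with an estimated correlation). At 8 h it was −0.55 (list adjusted p = 0.0144, and adjusted p = 0.118 with an estimated correlation). The paper proposes that further epigenetic changes could follow in BH4-deficient cells.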

Endr2 (Endothelin receptor 2) and Angptl2 (Angiopoietin-like protein 2) have both been highlighted to play roles in vascular inflammation and Panx1 (Pannexin 1) has been linked to the 5-lipoxygenase pathways in murine macrophages [41–43].

In summary, we describe for the first time that deficiency of BH4 in macrophages, as a result of targeted *Gch1* deletion, prevents nitric oxide formation by iNOS, but maintains or increases ROS production, allowing for the first time a comparison of NO vs ROS-mediated effects of iNOS in macrophage inflammatory signaling. Multiple effects of *Gch1* deletion on cellular ROS levels are seen both in the presence and in the absence of iNOS expression. These changes in macrophage redox state are not sufficient to cause widespread changes in the macrophage inflammatory state or cellular migration. However loss of iNOS-mediated NO production leads to specific alterations in the expression of NRF2 target genes in the absence of BH4, along with further BH4-dependent iNOS-independent changes in gene expression. Identification of BH4-mediated NO vs ROS effects in macrophage inflammatory responses highlights new complexity in iNOS biology that has not been hitherto addressed by models of iNOS deletion, and have important implications for understanding the role of iNOS, NO, and BH4 in inflammation, immunity, and host defense.

## Figures and Tables

**Fig. 1:**
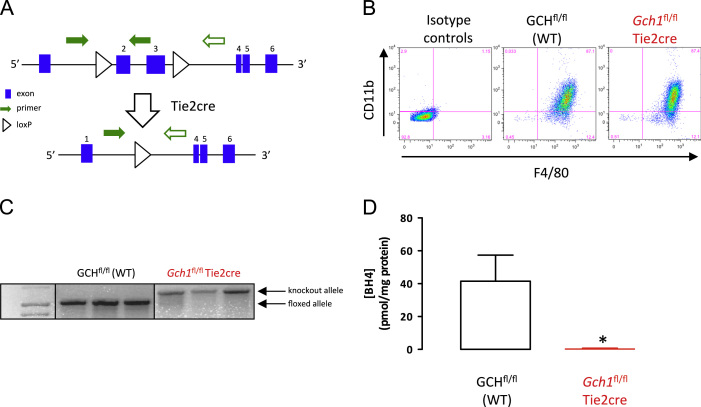
(A) Schematic showing the targeting of the mouse *Gch1* locus indicating the position of the loxP sites flanking exons 2 and 3, which encode the active site of the GTPCH enzyme. Arrows indicate the position of primers that produce the 1030-bp product from the floxed allele (solid green arrows) and the 1392-bp product following excision of the floxed DNA (solid and open green arrows). (B) Flow cytometry dot plots show expression of CD11b and F4/80 on the cell surface of wild-type (WT) and *Gch1*^fl/fl^Tie2cre bone marrow-derived macrophages, indicating similar differentiation in both genotypes after 7 days of culture of bone marrow cells in macrophage differentiation media. (C) Genomic PCR shows the presence of the floxed allele in WT cells and the near complete excision of the floxed allele in *Gch1*^fl/fl^Tie2cre bone marrow-derived macrophages. (D) Measurement of BH4 in the cells shows a near complete loss of BH4 in *Gch1*^fl/fl^Tie2cre cells. (*n*=3, *P*<0.05).

**Fig. 2:**
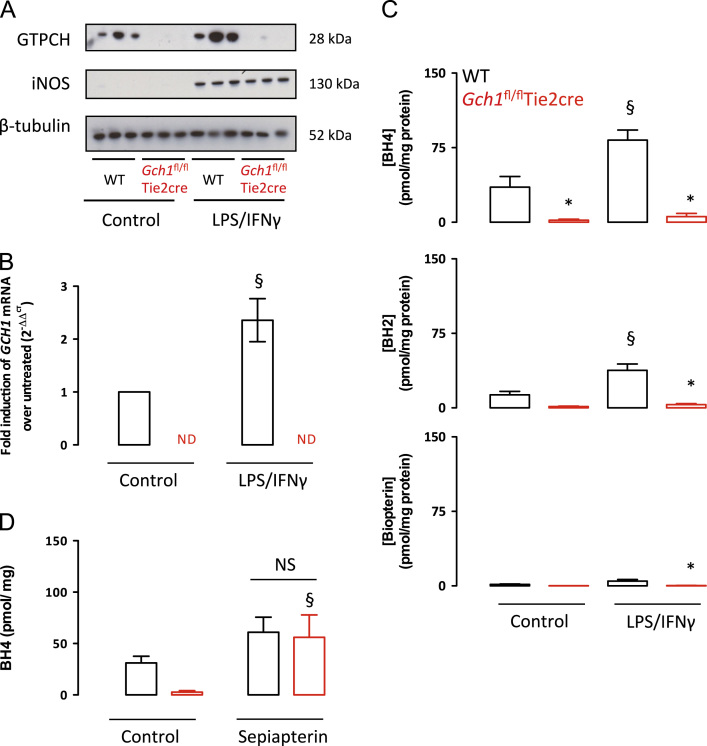
(A) Western blotting shows a lack of expression of GTPCH protein in *Gch1*^fl/fl^Tie2cre macrophages, compared to wild-type (WT) macrophages that show increased expression following activation with LPS (100 ng/ml) and IFNγ (10 ng/ml) for 24 h. Both genotypes of cells showed similar induction of iNOS protein following activation. Equal protein loading was demonstrated by detection of β-tubulin, *n*=3 independent cell preparations. (B) Gene expression analysis of cells 24 h after stimulation showed a significant induction of *Gch1* RNA; in contrast *Gch1* RNA was undetectable in *Gch1*^fl/fl^Tie2cre cells (*n*=3, *P*<0.05). (C) BH4 and BH2 were upregulated in wild-type macrophages following activation. All forms of biopterin were significantly reduced to near undetectable levels in *Gch1*^fl/fl^Tie2cre cells. (D) Treatment of macrophages with 5 μM Sepiapterin for 24 h significantly increased BH4 content in *Gch1*^fl/fl^Tie2cre cells, to levels that were not significantly different from wild-type cells (*n*=4, *P*<0.05). *P<0.05, difference by genotype; § *P*<0.05, difference from control. Two-way ANOVA.

**Fig. 3:**
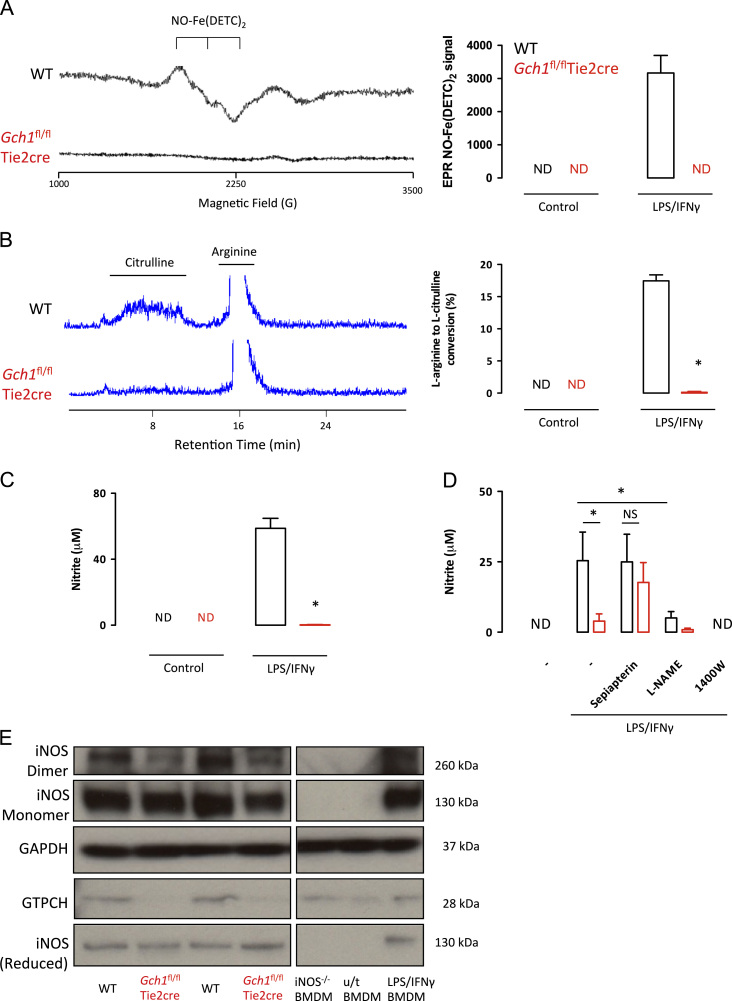
(A) Representative EPR spectra from wild-type (WT) and *Gch1*^fl/fl^Tie2cre macrophages following activation with LPS (100 ng/ml) and IFNγ (10 ng/ml). The characteristic triple-peaked trace associated with NO-Fe(DETC)_2_ signal was readily detectable in the wild-type cells, but absent in the *Gch1*^fl/fl^Tie2cre cells. Quantification of the EPR signal indicated nitric oxide production only by activated wild-type cells (*n*=3). (B) Representative HPLC traces showing arginine to citrulline conversion by wild-type macrophages, which was absent in *Gch1*^fl/fl^Tie2cre cells. Quantification of the NMA-inhibitable arginine to citrulline conversion indicated significantly reduced NOS enzyme activity in the *Gch1*^fl/fl^Tie2cre macrophages. (C) Nitrite accumulation in the cell culture media over 24 h of cell stimulation was measured using the Griess assay. No nitrite production was detected in the absence of stimulation with LPS/IFNγ, but after stimulation was readily detected in wild-type supernatants, but was virtually undetectable levels in the *Gch1*^fl/fl^Tie2cre cells (*n*=6, *P*<0.05). (D) The production of nitrite was significantly reduced by treatment with L-NAME (2 mM) over the 24 h stimulation in wild-type cells, and was completely blocked by incubation with iNOS inhibitor 1400W (10 nM). Production of nitrite by *Gch1*^fl/fl^Tie2cre cells was significantly enhanced by coincubation of the cells with 5 μM sepiapterin during the 24 h cell stimulation. (E) Macrophage lysates from activated cells were run under nonreducing conditions to assess iNOS monomer and dimer formation. Total iNOS and GTPCH content was assessed from duplicate reduced lysate samples under standard blotting conditions. The identity of the bands obtained were confirmed using control lysates from wild-type nonactivated (u/t BMDM) and activated macrophage lysates (LPS/IFNγ BMDM) and activated iNOS^*−*/*−*^ lysates (iNOS^*−*/*−*^ BMDM).

**Fig. 4:**
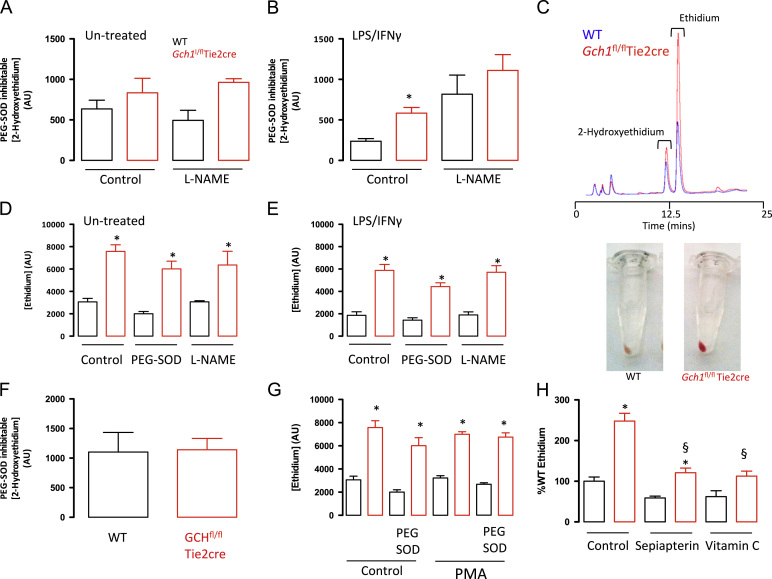
Following activation with LPS (100 ng/ml) and IFNγ (10 ng/ml) cells or control cells were pretreated with or without PEG-SOD (100 U/ml) for 30 min prior to incubation with dihydroethidium for 30 min. The production of 2-hydroxyethidium and ethidium was quantified using HPLC with fluorescence detection. The specificity of the 2-hydroxyethidium signal to superoxide was confirmed by quantification of the PEG-SOD-inhibitable signal. (A) In the absence of cell stimulation no significant difference in superoxide was detected between wild-type (WT) and *Gch1*^fl/fl^Tie2cre cells. (B) Following activation *Gch1*^fl/fl^Tie2cre cells produced significantly more superoxide than wild-type cells. The superoxide signals detected were not inhibitable by L-NAME (2 mM). (C) Representative HPLC trace showing the alterations in dihydroethidium oxidation in wild-type and *Gch1*^fl/fl^Tie2cre cells. Notably *Gch1*^fl/fl^Tie2cre cell pellets were bright red in color (ethidium) following the experiment. (D) Quantification of the ethidium signal indicated a significant increase in *Gch1*^fl/fl^Tie2cre cells under both basal and stimulated conditions (E). The elevated ethidium signal was not significantly inhibited by PEG-SOD (100 U/ml) or L-NAME (2 mM). (F) Superoxide burst was induced by treatment with 2 μM PMA in the presence of dihydroethidium. The PEG-SOD-inhibitable production of superoxide was not significantly difference between genotypes. (G) Induction of the superoxide burst did not alter the elevated production of ethidium by the *Gch1*^fl/fl^Tie2cre cells. (H) Pretreatment of the cells with Sepiapterin for 24 h or vitamin C for 30 min significantly reduced the elevated ethidium signal detected in the *Gch1*^fl/fl^Tie2cre cells (*n*=3–6 per group, *P*<0.05). *P<0.05, difference by genotype; § *P*<0.05, difference from control. Two-way ANOVA.

**Fig. 5:**
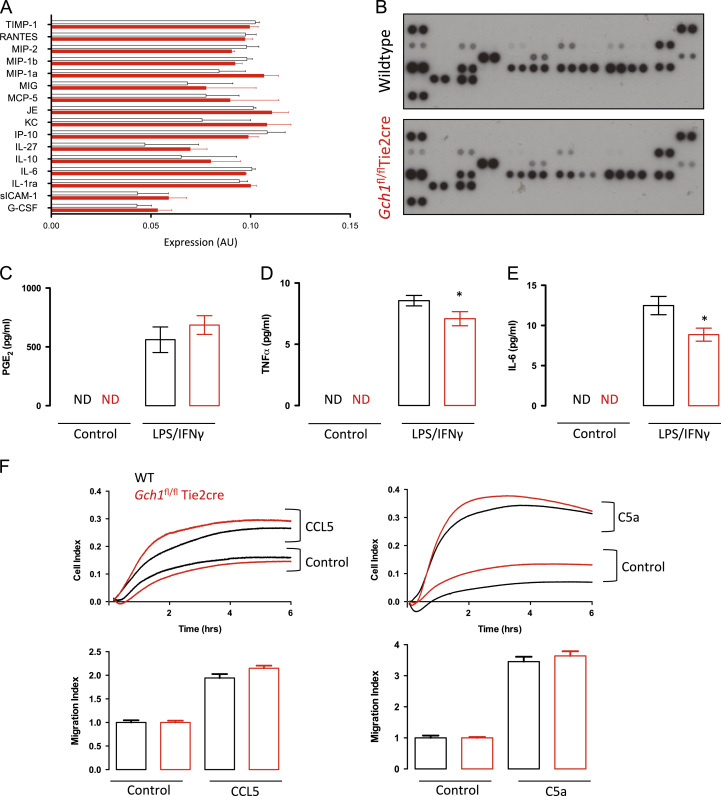
(A) Supernatants were collected from wild-type (WT) and *Gch1*^fl/fl^Tie2cre macrophages 24 h after stimulation with LPS (100 ng/ml) and IFNγ (10 ng/ml). Proteome Profiler arrays, cytokine detection antibodies prespotted onto nitrocellulose filters in duplicate, were used to profile cytokine secretion. The intensity of the cytokine signal was quantified using densitometry for *n*=4 biological replicates per genotype. (B) Representative cytokine arrays show no significant differences between genotypes. (C) Detection of PGE2 by enzyme immunoassay indicated no alteration in production by *Gch1*^fl/fl^Tie2cre cells. (D) Detection of TNFα and IL-6 (E) by ELISA indicated induction of both cytokines by stimulation, with a small but significant reduction in cytokine production by the *Gch1*^fl/fl^Tie2cre cells (cytokine detection *n*=6 per genotype, *P*<0.05). (E) Representative trace from the RTCA-DP software showing macrophage migration toward chemoattractant or buffer control. Quantification of the response in the xCELLigence assay showed that migration toward either CCL5 or C5a was not significantly altered in *Gch1*^fl/fl^Tie2cre macrophages (*n*=3 per genotype).

**Fig. 6:**
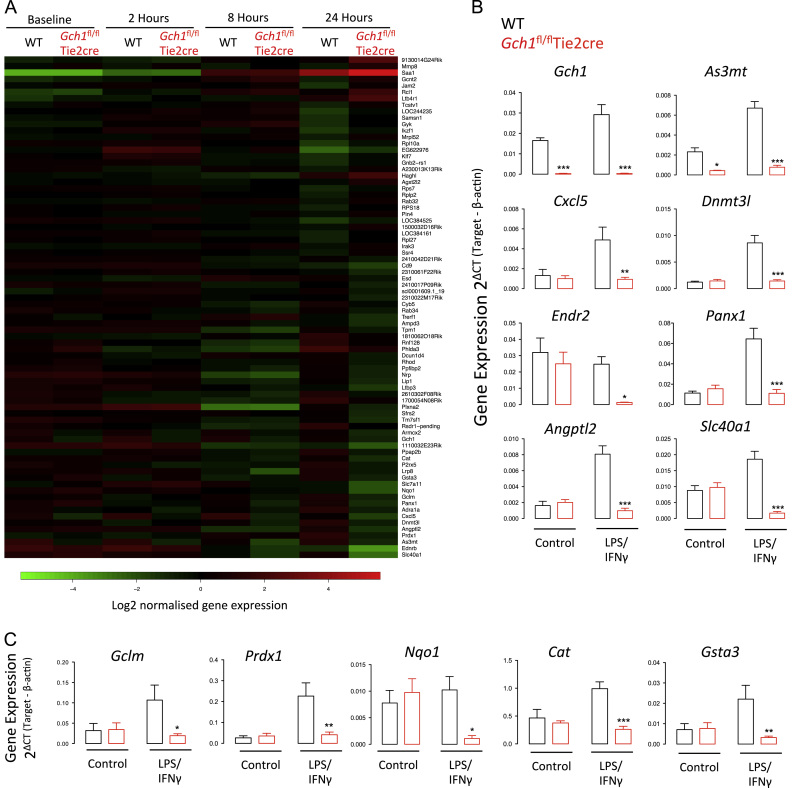
(A) Heat map showing gene expression of genes significantly regulated by >1.5-fold passing a fdr *P*<0.05 across a time course of gene expression. All genes significantly regulated by genotype in at least one time point are shown, ranked by fold difference between wild-type (WT) and *Gch1*^fl/fl^Tie2cre macrophages at 24 h (*n*=3 per genotype per time point, paired data). Data shown are the average normalized log2 expression value for each gene normalized to the expression across all samples. Green represents a positive change and red represents a negative change. (B) Confirmation of gene array result by quantitative RT-PCR of RNA from cells with or without stimulation with LPS (100 ng/ml) and IFNγ (10 ng/ml) for 24 h. (C) Confirmation of decreased expression of NRF2 target genes 24 h following stimulation as above. (RT-PCR studies *n*=6 per genotype, two-way ANOVA *P<0.05, ** *P*<0.01, ***P<0.001 for difference by genotype).

# Supplementary material for: Regulation of iNOS function and cellular redox state by macrophage Gch1 reveals specific requirements for tetrahydrobiopterin in NRF2 activation
**Source:** Free Radic Biol Med. 2015 Feb;79:206–16. doi: 10.1016/j.freeradbiomed.2014.10.575
**Supplement:** Supplementary file 1 — Supplementary Material

Timepoint	Gene Symbol	Gene Name	Fold Change<br>KO/WT (log 2)	adj.P.Val<br>(fdr<0.05)
Baseline	Gch1	GTP cyclohydrolase 1	-2.504137152	0.007522071
	As3mt	arsenic (+3 oxidation state) methyltransferase	-1.96189611	0.0101817
	2010002M12Rik	IKEN cDNA 2010002M12 gene	1.587271677	0.04230945
2 hours	Gch1	GTP cyclohydrolase 1	-1.785541791	0.001665097
	As3mt	arsenic (+3 oxidation state) methyltransferase	-2.11028193	0.003858403
8 hours	As3mt	arsenic (+3 oxidation state) methyltransferase	-2.332543041	0.001188038
	Gch1	GTP cyclohydrolase 1	-2.701844945	0.001186035
	Cxcl5	chemokine (C-X-C motif) ligand 5	-2.365190986	0.011271696
24 hours	9130014G24Rik	Androglobin	2.272164489	0.029270612
	Mmp8	Matrix Metalloproteinase 8	1.744466193	0.020730612
	Saa1	Serum amyloid A1	1.614255153	0.01037374
	Gnt2	glucosaminyl (N-acetyl) transferase 2	1.571481215	0.02405328
	Jam2	junction adhesion molecule 2	1.558280674	0.021063142
	Rt1	RNA terminal phosphate cyclase-like 1	1.48393848	0.021155879
	Lilrb4	leukotriene B4 receptor 1	1.357425337	0.0488061
	Trovt1	2-cell-stage, variable group, member 1	1.334797055	0.04709696
	LOC244235	similar to 3110003A17Rik protein	1.325647788	0.010416919
	Samsn1	SAM domain, SH3 domain and nuclear localization signals 1	1.284696018	0.028231789
	Gyk	glycerol kinase	1.273778797	0.0488061
	Itzf1	IKAROS family zinc finger 1	1.255774782	0.046932192
	Rip52	mitochondrial ribosomal protein L52	1.199359854	0.013646408
	Rpl10a	ribosomal protein L10a	1.193567643	0.021063142
	EG622976	predicted gene 6377	1.191636873	0.048232353
	Klf7	Kruppel-like factor 7	1.154753082	0.011107966
	Grib2-rs1	guanine nucleotide binding protein (G protein), beta polypeptide 2-like 1	1.126250054	0.020730612
	A230013K13Rik	Unknown	1.086764555	0.021063142
	Haghl	hydroxyacylglutathione hydrolase-like	1.015728151	0.012803124
	Apo232	alanine-glyoxylate aminotransferase 2-like 2	0.980404235	0.021155879
	Roc7	ribosomal protein S7	0.927150453	0.029270611
	Rplp2	ribosomal protein, large, P2	0.922427699	0.03644038
	Rab32	RAB32, member RAS oncogene family	0.853098726	0.046932192
	RPS18	ribosomal protein S18	0.84872402	0.020730612
	Pih4	protein (peptidylprolyl cis/trans isomerase) NIMA-interacting, 4	0.845908082	0.029771758
	LOC384525	predicted gene 5321	0.834897298	0.046932192
	1500032D16Rik	NADH dehydrogenase (ubiquinone) flavoprotein 3	0.810407504	0.02720815
	LOC384161	similar to 605 ribosomal protein L11	0.799766949	0.029270611
	Rpl27	ribosomal protein L27	0.780928591	0.04590193
	Irak3	interleukin-1 receptor-associated kinase 3	0.770832632	0.047540493
	Srs4	signal sequence receptor, delta	0.763446064	0.046445081
	241004Z021Rik	katanin p80 subunit B like 1	-0.779217626	0.01037374
	Cd9	CD9 molecule	-0.84580029	0.049073275
	2310061F22Rik	cytosolic thioridylase subunit 2 homolog	-0.875696642	0.029270611
	241001F709Rik	peptidyl-RNA hydrolase domain containing 1	-0.897902021	0.01037374
	sc10001609_1_19	unknown	-0.92411087	0.02277731
	2310022M17Rik	biorientation of chromosomes in cell division 1	-0.931825438	0.03409208
	Cy05	cytochrome b-5	-0.973928128	0.021155879
	Ras34	RAB34, member RAS oncogene family	-0.978624285	0.01037374
	Tierf1	transcriptional regulating factor 1	-1.040291167	0.048526764
	Ampd3	adenosine monophosphate deaminase 3	-1.052141763	0.028231789
	Tpm1	tropomyosin 1	-1.053932142	0.021063142
	1810062O18Rik	IKEN cDNA 1810062O18 gene	-1.067032815	0.029270611
	Rnf128	ring finger protein 128	-1.074718892	0.043237162
	Pih63	pleckstrin homology-like domain, family A, member 3	-1.088308873	0.034290234
	Dcn1L44	DEN1, defective in cullin neddylation 1, domain containing 4	-1.109155147	0.029270611
	Rhod	ras homolog family member D	-1.126055054	0.01037374
	Esd	esterase D	-1.143809037	0.021155879
	Nrp	neural regeneration protein	-1.195501189	0.031167202
	Lip1	sphingosine N-acyltransferase subunit LIP1	-1.212327709	0.021452491
	Lbbp3	latent transforming growth factor beta binding protein 3	-1.218656026	0.021063142
	2610302F08Rik	Unknown	-1.238484052	0.034290234
	1700054N08Rik	centriole, cilium and spindle associated protein	-1.238743247	0.04590193
	Plna2	plexin A2	-1.257114382	0.04590193
	Sfrs2	splicing factor arginine/serine rich 2	-1.261649406	0.010044201
	Ppfbp2	PTPRF interacting protein, binding protein 2	-1.262026296	0.01150181
	Tnfrsf1	G protein-coupled receptor 137B	-1.280088867	0.042743788
	Ror1	dehydrogenase/reductase (SDR family) member 3	-1.30599643	0.03644038
	Armc4	armadillo repeat containing, X-linked 2	-1.361596907	0.021510636
	1110032E23Rik	family with sequence similarity 198, member B	-1.503060992	0.02277731
	Ppap2b	phosphatidic acid phosphatase type 2B	-1.585431469	0.011107966
	Cat	catalase	-1.605430534	0.016416791
	P2rx5	purinergic receptor P2X, ligand-gated ion channel, 5	-1.624698879	0.02277731
	Lip8	low density lipoprotein receptor-related protein 8	-1.627868865	0.021155879
	Glu3	glutathione S-transferase alpha 3	-1.679723638	0.046264379
	Slc7a11	solute carrier family 7	-1.692881843	0.020730612
	Nqo1	NAD(P)H dehydrogenase, quinone 1	-1.729702014	0.012803124
	Gch1	GTP cyclohydrolase 1	-1.754774124	0.021510636
	Gclm	glutamate-cysteine ligase, modifier subunit	-1.801779329	0.046264379
	Adra1a	adrenoreceptor alpha 1A	-1.80142386	0.021155879
	Cxcl5	chemokine (C-X-C motif) ligand 5	-1.814496139	0.021063142
	Dnm3l	DNA (cytosine-5-)methyltransferase 3-like	-1.956020456	0.010044201
	Panx1	pannexin 1	-1.980322253	0.021155879
	Angptl2	angiopoietin-like 2	-2.010245097	0.009778118
	Pdx1	peroxiredoxin 1	-2.014804226	0.020730612
	As3mt	arsenic (+3 oxidation state) methyltransferase	-2.442596664	0.000222011
	Ederb	endothelin receptor type B	-2.816621127	6.35076E-08
	Slc40a1	solute carrier family 40	-3.249830473	2.63466E-05

Genes confirmed by quantitative RT-PCR

Supplementary Table 1: Gene expression using a whole mouse genome array (Illumina Mouse WG6(v2) Beadchip Array). A total of 24 mouse samples from two experimental groups, over 4 timepoints: WT and Gch1^{fl/fl}Tie2cre at baseline, 2, 8 or 24 hours post stimulation (n = 3 per group). Chips were scanned with Illumina BeadArray Reader and GenomeStudio V2010.1 (Illumina Inc) was used for data extraction. Data underwent a variance-stabilisation and normalisation (VSN) algorithm using Limma (24). Normalised data was imported to Bioconductor (R version 2.14) (Biobase) and comparison by genotype were performed for each timepoint to identify significantly differentially expressed genes passing a false discovery rate of <0.05 (25). Genes significantly regulated by >1.5 fold by genotype at each time point, ranked by fold difference between wildtype (WT) and Gch1^{fl/fl}Tie2cre macrophages (n=3 per genotype per timepoint, paired data) are shown. Data is the (log2) fold change between WT and Gch1^{fl/fl}Tie2cre and the adj. P value.

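Of the 78 genes the table lists at 24 h, 47 lower and 31 higher in Gch1fl/flTie2cre macrophages, 56 were tested here, matched by the printed symbol or by the gene name printed beside it. Of the 35 lower genes among them, 34 were below 0 here, and of the 21 higher genes all 21 were above 0. Past the threshold on any probe were 21 of the lower genes and 7 of the higher, 28 in all, and 22 on the brightest probe (limma, n = 3 and 3); with the set of animals as a block 55 passed. The table was made from these same arrays, so this is a comparison of calculations and not a separate measurement.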

How the deposited data were processed for this re-analysis (not part of the article)

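The files used are the authors' deposited array tables: non-normalized probe intensities with a detection p-value for every probe, and processed values on a log2 scale. The study extracted RNA with mirVana, labelled it with the Ambion MessageAmp kit, hybridized Illumina mouse arrays, read them on a BeadArray Reader, extracted the values with GenomeStudio V2010.1, normalized them with VSN using limma, for which it gives no version, and compared the genotypes at each time point under R 2.14, with a test it does not name for the arrays. The processed values are a generalized log of each array's intensities: their rank correlation was 1 on every array, and the largest relative residual of the fitted form was 9.9e-07. The detection p-values take 936 steps on an array. The values fit the units named in the tables, and 0 columns belonged to no sample.

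The 24 arrays were mapped to 8 groups of 3 by the labels. Wild-type animals are 2, 3 and 6 and Gch1fl/flTie2cre animals are 1, 4 and 5, and each animal was measured at all 4 time points. Mean intensity per array ran from 593 to 1750 with a median of 855, and the highest was wild-type animal 2 at 24 h. The share of probes detected ran from 27.0 to 33.3%. Group medians of mean intensity for Gch1fl/flTie2cre and wild-type were 1099 and 869 at 0 h, 727 and 764 at 2 h, 888 and 802 at 8 h, and 875 and 810 at 24 h. The highest correlation of 2 arrays of a group was 0.995, so no 2 arrays of a group were copies; arrays of different groups were not compared for this.

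Intensities were corrected and normalized with limma's neqc (background from the detection p-values, offset 16, quantile normalization, log2). A probe was tested where its detection p was under 0.01 on at least 3 of the 24 arrays, which kept 16498 of 45281: 14050 with 1 gene, 8 with several and 2440 with none named. The 8875 genes are each shown by their brightest tested probe. In counts of named genes a gene passes where any of its probes passes. In counts over a gene list it passes where its brightest probe does. limma fitted 8 group means with the animal as a random block, and p-values were adjusted by Benjamini-Hochberg over all tested probes. The p-values given with n = 3 are such adjusted p-values from limma unless called unadjusted. R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used. The groups, the main test, the gene lists and a first set of alternatives were fixed before the data were examined, and further alternatives were added later.

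The pairing by animal comes from the labels, which give the same 6 animals at each time point. The consensus correlation within an animal was 0.124. Each animal's deviations from the group means correlated over time with a median r of 0.34, 0.225, 0.2, 0.165, 0.286 and 0.306 for animals 1 to 6, against −0.017 for different animals, and the lowest single value was −0.028. The study calls its data paired but does not say which animals pair across genotypes, so no block joins the genotypes in the main test. Principal components of the deviations, at 33.5% and 25.5% of their variance, separated animals 5 and 6 from the other 4. At 0, 2 and 8 h these 2 animals correlated at r = 0.759, 0.756 and 0.73, and their highest r with another animal was −0.465, −0.474 and −0.321. A block for this set of animals was added as an alternative after the arrays were seen and before any genotype result was seen. It was found in the values it then corrects, so its p-values are too small.

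Gene lists were tested with limma's cameraPR at a preset correlation of 0.01, on the t values of the fit with the animal as a block. They were tested again with limma's camera at an estimated correlation, on the expression values and without the animal as a block. Each was adjusted over 27 of 30 lists with at least 3 tested genes. Counts of single genes in a list use each gene's brightest probe and the threshold over all probes, and "adjusted over the list alone" repeats the adjustment within the list. Where every array of a group lacks detection, "at least N-fold" sets each undetected array to the larger of its own value and the lowest value detected on it, and compares the means, all on the background-corrected scale. Intervals are at 95%.

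Genes were named by a rule: every gene that the paper names for the arrays or whose product it measured in Fig. 5; in each genotype contrast the 10 higher and 10 lower genes with the largest fold past the threshold whose 3 arrays of one genotype all lie beyond the 3 of the other, which chance alone gives for 10% of genes; up to 4 passing members of each list in each direction; the 5 highest and 5 lowest genes of the wild-type response at each time; and the 10 largest past the threshold in each test of the difference of responses. The values in the paper's table had been seen when the rule was written. Cxcl5, Angptl2 and the α-1-adrenoceptor gene are not analysed here because the table that pairs probes with genes used here names them for no tested probe, and the RT-PCR, protein and metabolite measurements are not used here.

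A trial with planted changes in simulated arrays, drawn around each probe's mean with its own spread, recovered 44 of 100 probes shifted by log2 1 and 91 of 100 shifted by log2 2, with 5 false calls at 24 h. A planted shift of −0.6 in a list of 30 genes was found by limma's list test, and 1 of 200 lists without a shift passed at an unadjusted 0.05. Each probe was drawn on its own, so the simulated arrays hold no correlation between genes and no set of animals that stands apart. The real arrays hold both. The trial therefore cannot give the rate of false calls, for probes or for lists, on the real arrays.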

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

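The tests of the bright array, of the separation of animals 5 and 6, of other cell types, of the As3mt neighbours and of the splits without a block were set before their values were seen; the splits with the set of animals as a block were written after results were seen. The label of the As3mt neighbour test was changed after its value was seen, because a variant that acts on As3mt alone leaves its neighbours unmoved. With 3 animals per genotype there are too few splits of the animals for a share under 0.05.

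NRF2 targets were lower at 24 h, with a median of −0.62, and the 24 h responses differed in the same direction (−0.61). Left without the bright array of wild-type animal 2 at 24 h, the list kept 121% of its median (−0.75, adjusted p = 4.3e-17). The separation of animals 5 and 6 from the other animals leaves the list at −0.54 in animals 1 to 4 and −0.70 for animal 5 minus animal 6, where the 5th percentile of random lists is −0.14 and −0.12; animals 5 and 6 are 1 array against 1, so this leaves the spread between animals open. For a different share of other cell types in the cultures, 1 of 5 marker lists passed its bound, the neutrophil list (a call lost with an estimated correlation at adjusted p = 0.583, with Mmp8 alone past the threshold), and macrophage identity genes had a median of −0.02 (adjusted p = 0.647), so a small share of other cells cannot be told apart from a change within macrophages. By flow cytometry the paper found macrophage surface markers on the cultured cells and similar differentiation in both genotypes. The values of the NRF2 list go in the direction of lower NRF2 activity, which the paper proposes. The same arrays are behind these values and the paper's pathway analysis. The paper also measured NRF2-dependent genes by RT-PCR, with more replicates per genotype than the arrays, and those values are not used here.

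As3mt was lower at every time point in the background-corrected values, and against 1 faulty probe stands its other probe, which passes at 3 time points. A variant or transgene insertion near As3mt was tested by the mean absolute difference of its 19 tested neighbours, 0.206, against 0.26 at the 95th percentile of random sets. That leaves a variant acting on As3mt alone possible, and it cannot be told apart from an effect of BH4. The wild-type animals carry the floxed allele without the transgene, so these arrays do not part an effect of the transgene from one of BH4. A rescue with BH4 precursors, or Tie2cre cells without the floxed allele, would.

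Cytosolic ribosomal protein genes were higher at 24 h by a median of 0.42, and their 24 h responses differed by 0.45 (adjusted p = 3.1e-24, and 0.027 with an estimated correlation; 16 higher when adjusted over the list alone). Without the bright array of wild-type animal 2 at 24 h the list kept 120% of its median (0.50, adjusted p = 9.9e-28). The separation of animals 5 and 6 from the other animals leaves 0.33 in animal 5 against animal 6 and 0.41 in animals 1 to 4, against 95th percentiles of 0.063 and 0.034 for random lists. Animals 5 and 6 are 1 array against 1, and random lists measure the spread over genes, not between animals, so these values do not show that the difference is shared by all animals. A different growth state or RNA quality was not tested.

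The response of Slc40a1 at 24 h differed by −3.72 between genotypes. The 5 NRF2 genes tested by RT-PCR in the study had a median difference of the 24 h responses of −2.02 (adjusted p = 6.5e-14, and 0.027 with an estimated correlation). At 24 h 9 genes passed that Supplementary Table 1 does not hold under a resolved symbol: Ccnd2 1.53, Pdk1 1.17, Cd151 −0.80, Creg1 −1.13, Lipa −1.29, Oaz1-ps −0.68, S1pr2 −1.09, Sqstm1 −0.96 and Txnrd1 −0.93. For Pdk1 and Lipa these are probes other than the brightest, which for Pdk1 gives 0.63 and does not pass, and the table's Lip1 was not resolved. Interferon response genes had a median of 0.38 before stimulation over 41 genes (adjusted p = 1.6e-20, a call lost with an estimated correlation at adjusted p = 0.0743).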

How the results depend on the processing

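Each count of probes was recomputed in the settings fixed beforehand and with 4 added after the data were seen: the set of animals as a block, animals 1 to 4 only, the bright array left out, and deposited values with that block. The cause of these movements was not tested. The estimation of array weights stopped before it converged, so counts with array weights are not reliable, and the slide as a block was not run because the files give no slide. In the order genotype count 0 h, genotype count 2 h, genotype count 8 h and genotype count 24 h, the counts were 79, 142, 88 and 2115 with array weights (4, 4, 3 and 53 in the main setting), 15, 23, 122 and 955 with the set of animals as a block, 12, 15, 78 and 641 with deposited values and that block, 630, 606, 875 and 1018 with the methods' t-test, unadjusted (the study's general test of the genotypes, not named for the arrays), and 2, 0, 0 and 0 with the methods' t-test, Benjamini-Hochberg. Animals 1 to 4 only gave 11 at 2 h, 58 at 8 h and 257 at 24 h, and only the arrays of the time point gave 1, 1 and 0 at 0, 8 and 24 h. At 24 h deposited values gave 124 (37 of the 53 shared), quantile normalization without background correction 139 (45 shared), detection in every array of a group 83, and the bright array left out 248. Without 1 animal in turn the counts ran 3 to 6, 2 to 8, 2 to 12 and 2 to 106 at the 4 times; at 24 h they were 11, 106, 4, 2, 94 and 79 without replicates 1 to 6. No replicate block gave 51 at 24 h (47 shared). Wild-type responses at 2 h were 1559 with quantile normalization without background correction, 4344 with array weights, 4194 with the set of animals as a block, 3863 in animals 1 to 4, 1211, 1310 and 2925 without replicates 2, 3 and 5 (2530 in the main setting). At 8 h they were 3362 and 5581 without replicates 3 and 5 (5069), and at 24 h 2832 with only the 2 time points, animal as a fixed replicate block (5331; response count WT 24 h against 0 h). Gch1fl/flTie2cre responses at 2 h were 1577, 4380 and 4176 in the first 3 of those settings, and 1240, 1375 and 3251 without replicates 1, 4 and 6 (2711). Without replicates 4 and 6 they were 3456 and 6191 at 8 h (5582) and 3209 and 5971 at 24 h (5386). Differences of responses at 2 h were 32 with array weights; at 8 h 5 with array weights, 2 with the set block, 1 in animals 1 to 4 4 with deposited values and the set block and 1 without replicate 6; at 24 h 30 with deposited values, 19 with quantile normalization without background correction, 1 with no replicate block, 1488 with array weights, 317 with the set block, 34 in animals 1 to 4, 33 without the bright array and 529 with deposited values and the set block (2), and 0 to 8 without 1 animal. Of 27 lists 8 passed at 24 h, 3 with an estimated correlation, 13 without replicate 5 and 7 to 13 without any 1 animal. The NRF2 median ran from −0.76 to −0.51, and the correlation of responses from 0.882 to 0.912, 0.914 to 0.943 and 0.851 to 0.906. Prdx1 turned to 0.033 with deposited values, with and without the set block, and Ctu2 was −0.0028 without replicate 6, −0.19 on another probe and 0.51 without replicate 3. Among the named genes that passed, the call was lost for 19 with only the arrays of the time point, 22 with the adjusted methods' t-test, 12, 15 and 16 without replicates 1, 3 and 4, and 8 without replicate 6. The gene list oxidative phosphorylation 24 h lost its call without replicates 1 (adjusted p = 0.212), 4 (0.205) and 6 (0.211), glycolysis without 3 (0.105), and the gene list neutrophil and granulocyte precursor markers 24 h without replicate 3 (0.0943), without replicate 6 (0.0755) and with all probes (0.129). With no replicate block, Gclm and Plpp3 lost their call and Panx1 gained one.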

Differences from the paper's values

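The number of genes at 24 h was 78 in the paper and is 37 here. Pre-set alternatives within a factor of 1.5 of the paper's number are the deposited values (77), quantile normalization without background correction (95), detection in every array of a group (56), and leaving out replicate 2 (76) or 5 (68). Those outside it are cyclic loess (32), all probes (38), no replicate block (37), array weights (1447), no fold threshold (37), and leaving out replicates 1 (8), 3 (3), 4 (2) or 6 (49). The alternatives added after seeing the data gave 648 with the set of animals as a block, 172 in animals 1 to 4, 166 without the bright array and 402 with deposited values and that block, and the set block drops 1 of the 56 genes of the paper that were tested here. At 0, 2 and 8 h the paper lists 3, 2 and 3 genes, and 2, 2 and 2 passed here. The others, 2010002M12Rik at 0 h and Cxcl5 at 8 h, were matched to no tested probe, so they were not examined here.

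For single genes the paper's log2 differences were apart from these, by more than the SD of the replicates or in sign, in 9 of 62 tested values. Gch1 at 2 h is −1.785541791 in the paper and −2.23 here, and its other probe gives −1.63. As3mt at 2 h is −2.11028193 in the paper and −2.30 here, and cyclic loess (−1.96), leaving out replicate 3 (−2.24) or 4 (−2.21) and the other probe (−2.05) come near the paper's value. As3mt at 8 h is −2.332543041 in the paper and −1.98 here, and leaving out replicate 2 (−2.13) or 4 (−2.12) comes near it. These As3mt values are taken against arrays where its probe was not above background, so they are not measured sizes. Haghl is 1.015728151 in the paper and 0.77 here, with array weights 1.00 and the other probe 1.05. Ssr4 is 0.763446064 in the paper and 0.56 here, with deposited values 0.66, without replicate 2 or 5 0.63 and 0.65, and the other probe 0.74. Ctu2 is −0.875696642 in the paper and 0.33 here, and no setting reaches the paper's value. Dcun1d4 is −1.109155147 in the paper and −0.50 here, with array weights −1.02 and the other probe −1.04. Esd is −1.143809037 in the paper and −0.44 here, without replicate 2 −0.74 and on its other probes −1.14, −0.96 and −0.89. Prdx1 is −2.014804226 in the paper and −0.23 here on a probe near the top of the arrays' range, where a difference is compressed, and its other probe gives −2.11. In these cases all other pre-set alternatives stay apart from the paper's value, and for 7 of the 9 another probe of the gene comes near it.

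The paper writes that NRF2-dependent genes had reduced induction. On the arrays 3 of 30 targets rose and 5 fell in wild-type macrophages, and 13 fell in Gch1fl/flTie2cre macrophages, a fall whose list call is lost with an estimated correlation (adjusted p = 0.784). The 3 that rose in wild-type cells, named after the values were seen, had lower values in Gch1fl/flTie2cre cells (Hmox1 4.54 and 1.79, Esd 0.95 and 0.40, Me1 0.86 and 0.46), and no single target passed the test of the difference of responses. The paper writes that selected altered genes rose in wild-type macrophages by RT-PCR, which included RNA from further replicates, and its text does not name them. On the arrays at 24 h Dnmt3l rose, while Slc40a1, Ednrb and Panx1 did not. Whether the RT-PCR covered these genes is not known here. The paper names a change in Pafah; here Pafah1b3 differed by 0.74 and did not pass, except with the set of animals as a block. Dependence of As3mt on BH4 was not tested by the arrays, which compare genotypes and hold no BH4 repletion. By RT-PCR the paper found Gch1 induced in wild-type macrophages at 24 h and undetectable in Gch1fl/flTie2cre cells. On the arrays the 24 h response of Gch1 in wild-type cells was −0.97, past the threshold. This fall came from animals 2 and 3, while animal 6 was at 13.80 at baseline and 13.88 at 24 h. The brightest Gch1 probe was detected on every Gch1fl/flTie2cre array. The place of the probes relative to the deleted part of the gene is not known here.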

Other observations

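Before stimulation, interferon response genes were higher in Gch1fl/flTie2cre macrophages as a group, with 35 of 41 above 0, but that call is lost with an estimated correlation (adjusted p = 0.0743), and 0 single genes passed, with 1 when adjusted over the list alone. The median was 0.377 in animals 1 to 4 and 0.332 for animal 5 minus animal 6. At 2, 8 and 24 h 27, 31 and 17 of the genes were above 0, and the list's 24 h responses differed by −0.40 (limma adjusted p = 2.6e-09, and adjusted p = 0.192 with an estimated correlation). With stimulation for 8 h, 28 of these genes rose and 1 fell in wild-type and 26 rose and 1 fell in Gch1fl/flTie2cre cells. Glycolysis and hypoxia genes rose with stimulation at 8 h, 18 of 27 in wild-type (median 1.18) and 13 in Gch1fl/flTie2cre cells (median 0.71), with adjusted p = 0.2 and 0.33 with an estimated correlation. Cholesterol synthesis genes fell by 24 h, 12 and 13 of 16 (medians −1.60 and −1.70; adjusted p = 0.91 and 0.784 with an estimated correlation).

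Between genotypes at 24 h, 3 further lists passed without their calls holding with an estimated correlation: glycolysis and hypoxia (median 0.18, adjusted p = 0.0035, then 0.577), neutrophil and granulocyte precursor markers (0.33, 0.0165, then 0.583; Mmp8 alone passed) and oxidative phosphorylation (0.09, 0.0202, then 0.768; 0 of 69 single genes passed). Not passing were BH4 enzymes (median −0.03, adjusted p = 0.429), mediators of Fig. 5 (0.08, 0.0916), interferon response (−0.10, 0.484), the tricarboxylic acid cycle (−0.06, 0.993), p53 targets (−0.22, 0.643), ATF4 and the unfolded protein response (0.13, 0.258), cholesterol synthesis (−0.18, 0.651), cell cycle (−0.05, 0.808), macrophage identity (−0.02, 0.647), alternative activation (0.24, 0.598), dendritic cell markers (−0.03, 0.651), fibroblast and stromal markers (0.45, 0.0916), endothelial markers (−0.28, 0.25), osteoclast markers (−0.17, 0.643) and genes next to Gch1 (−0.15, 0.258). Fibroblast and stromal markers, 3 genes, passed at 0 h (0.48, 0.0329, then 0.472) and 2 h (0.66, 6.7e-04, then 0.133). B and T cell markers had 1 tested gene and mast cell and erythroid markers 0, so these were not tested.

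The 37 probes lower at 24 h had a median response of −0.13 in wild-type and −1.19 in Gch1fl/flTie2cre macrophages, where 28 of them were repressed and 0 induced. The 16 higher had medians of −0.88 and 0.03. The 24 h arrays enter both the genotype difference and the response, so these values are not separate. Hmox1, chosen after the values were seen, rose by 4.54 in wild-type and 1.79 in Gch1fl/flTie2cre cells, and differed by −1.95 at 24 h (adjusted p = 0.0609, past the threshold with the set of animals as a block). Ccl3, whose secreted protein the paper found not significantly different between genotypes, differed by 1.23 at 24 h as RNA (adjusted p = 0.113, and 0.0091 with that block).

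The splits of the 6 animals into 3 and 3 are 10, too few for a share under 0.05. Genotype counts of 4, 4, 3 and 53 at 0, 2, 8 and 24 h were reached by 3, 3, 5 and 3 of the splits, the real one among them, and the highest other split called 49, 222, 688 and 2833. The split that called 2833 set animals 1, 2 and 3 against the others, and a second called 1224 with animals 1, 2 and 4. Both keep animals 5 and 6 together, which points to a structure of the samples. The other splits that do so, with animals 1, 3 and 4 or 1, 5 and 6 as a group, called 0 and 1 at 24 h. Keeping animals 5 and 6 together was therefore not enough for a high count. For the difference of responses at 2, 8 and 24 h counts of 0, 0 and 2 were reached by 10, 10 and 3 splits, and the highest other split called 0, 0 and 1569. Responses at 2, 8 and 24 h were reached by 1 of the 10 splits of their 6 arrays, the real one. The highest other was 0, 0 and 0 in wild-type and 2, 0 and 0 in Gch1fl/flTie2cre cells. Each other split mixes baseline and stimulated arrays in both groups, which shrinks the difference and widens the spread. Low counts there were therefore built in and are no support for the responses. Written after results were seen, the 6 splits that part animals 5 and 6 and take the set of animals as a block gave 955 for the real split, reached by 1 split, and 7 for the highest other.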
